# Molecular insights into the compatible and incompatible interactions between sugar beet and the beet cyst nematode

**DOI:** 10.1186/s12870-020-02706-8

**Published:** 2020-10-22

**Authors:** Razieh Ghaemi, Ebrahim Pourjam, Naser Safaie, Bruno Verstraeten, Seyed Bagher Mahmoudi, Rahim Mehrabi, Tim De Meyer, Tina Kyndt

**Keywords:** Sugar beet, *Heterodera schachtii*, CYSTM domain-containing proteins, Ethylene, Jasmonate, Transcriptome

## Abstract

**Background:**

Sugar beet (*Beta vulgaris* subsp. *vulgaris*) is an economically important crop that provides nearly one third of the global sugar production. The beet cyst nematode (BCN), *Heterodera schachtii*, causes major yield losses in sugar beet and other crops worldwide. The most effective and economic approach to control this nematode is growing tolerant or resistant cultivars. To identify candidate genes involved in susceptibility and resistance, the transcriptome of sugar beet and BCN in compatible and incompatible interactions at two time points was studied using mRNA-seq.

**Results:**

In the susceptible cultivar, most defense-related genes were induced at 4 dai while suppressed at 10 dai but in the resistant cultivar Nemakill, induction of genes involved in the plant defense response was observed at both time points. In the compatible interaction, alterations in phytohormone-related genes were detected. The effect of exogenous application of Methyl Jasmonate and ET-generator ethephon on susceptible plants was therefore investigated and the results revealed significant reduction in plant susceptibility. Genes putatively involved in the resistance of Nemakill were identified, such as genes involved in phenylpropanoid pathway and genes encoding CYSTM domain-containing proteins, F-box proteins, chitinase, galactono-1,4-lactone dehydrogenase and CASP-like protein. Also, the transcriptome of the BCN was analyzed in infected root samples and several novel potential nematode effector genes were found.

**Conclusions:**

Our data provides detailed insights into the plant and nematode transcriptional changes occurring during compatible and incompatible interactions between sugar beet and BCN. Many important genes playing potential roles in susceptibility or resistance of sugar beet against BCN, as well as some BCN effectors with a potential role as *avr* proteins were identified. In addition, our findings indicate the effective role of jasmonate and ethylene in enhancing sugar beet defense response against BCN. This research provides new molecular insights into the plant-nematode interactions that can be used to design novel management strategies against BCN.

**Supplementary information:**

**Supplementary information** accompanies this paper at 10.1186/s12870-020-02706-8.

## Background

Sugar beet (*Beta vulgaris subsp. vulgaris*) is a biennial, outbreeding and diploid (2n = 18) plant from the family Amaranthaceae, that is cultivated in temperate and subtropical regions [1]. Sugar beet is one of the most important crops worldwide, grown in 58 countries [2], and providing about 30% of the total world sugar production. It is also important as a source for bioethanol and animal feed [1].

Many crops are damaged by different diseases and pests including plant-parasitic nematodes. The annual global crop losses caused by plant-parasitic nematodes have been estimated at 157 billion dollars [3]. The beet cyst nematode (BCN, *Heterodera schachtii* [4]) has been identified as a plant pathogen since 1859 in Germany [5] and is now widely distributed throughout most of the beet-growing areas in the world, causing considerable yield losses (up to 60%). Infected beet plants exhibit symptoms including stunting and reduced growth, wilted leaves, and abnormal root development, also known as “bearded roots” [6]. The host range of the BCN is very wide as it can infect more than 200 plant species, mainly plants of the families Amaranthaceae (many species of *Beta* and *Chenopodium*) and Brassicaceae (e.g. *Brassica oleracea*, *B. napus*, *B. rapa*, *Rhaphanus sativus* and *Arabidopsis* sp.) [7].

The second-stage juvenile (J2) of the BCN penetrates the host root and migrates intracellularly through the cortical cells towards the vascular cylinder to find a proper cell for feeding site induction. After selection of a single cell as initial syncytial cell (ISC), it secretes molecules through its stylet and starts feeding from the ISC. Then, partial cell wall dissolution and protoplast fusion of several hundred neighboring cells occurs, leading to the formation of a highly metabolic active and multinucleate syncytium. The syncytiaum is the only nutrition source throughout the nematode‘s life. After starting the feeding process, the J2 becomes sedentary and matures after three molts [8]. Adult males leave their syncytia in the roots to mate with females while female nematodes remain attached to the feeding site and, following fertilization, produce several hundred eggs inside their enlarged body. After the completion of egg development, females die and their body wall hardens to form a cyst, which protects the eggs until hatching [9]. Completing the life cycle depends on the successful induction and maintenance of the feeding structure. Nematode secretions from esophageal glands, amphids and cuticle cause cellular reprogramming events related to major changes in the plant gene expression profile. Several nematode effectors from root-knot and cyst nematodes, such as cellulases, pectinases, expansins, chorismate mutase and calreticulin, have been reported [10–15].

Phytohormones play important roles in the formation of nematode feeding sites and regulation of gene expression in plant defense/susceptibility responses [16–20]. The role of salicylic acid (SA) in plant defense against plant-parasitic nematodes has been investigated in Arabidopsis. Wubben et al. [19] found that SA-deficient mutants of Arabidopsis exhibited increased susceptibility to BCN and SA-treated wild type plants showed decreased BCN infection. Kammerhofer et al. [17] suggested that SA does not play a major role early during *H. schachtii* infection, but can suppress syncytium and female development at later time points. Moreover, Kammerhofer et al. [17] showed that mainly jasmonic acid (JA) can trigger plant defense against BCN in Arabidopsis. Also in other plant species, a number of studies have shown that exogenous application of JA on roots or shoots of plants enhanced resistance to plant parasitic nematodes [21–23]. In Arabidopsis, Ethylene (ET) positively affects BCN attraction to the root [17] and a positive role for ET in syncytium formation has also been demonstrated [20, 24].

The transcriptional changes occurring during the compatible Arabidopsis-*H. schachtii* interaction have been studied using differential display and microarrays [25–27]. Puthoff et al. [26] used Affymetrix GeneChip microarrays to compare gene expression in whole roots of Arabidopsis infected by *H. schachtii* or *Heterodera glycines* (soybean cyst nematode, SCN) at 3 days after infection (dai) and identified 128 and 12 genes, respectively, with altered mRNA levels following the BCN or SCN infection. Szakasits et al. [27] reported that gene expression in syncytia induced by *H. schachtii* in Arabidopsis roots did not strongly differ when comparing two time points, 5 and 15 dai. They analyzed the expression of 21,138 genes and identified 3893 and 3338 genes, respectively, with higher or lower expression levels in syncytia compared with control roots. Their results revealed that genes involved in degradation of cell walls (such as pectate lyases and expansins), chloroplast proteins (such as glyceraldehyde 3-phosphate dehydrogenase A, cytochrome B6-F complex iron-sulfur subunit) and chlorophyll a-b binding proteins were up-regulated. Among the strongly down-regulated genes, peroxidases and major intrinsic proteins (including aquaporins) were observed.

Although sugar beet is the main host of *H. schachtii*, there is limited information about the alterations of gene expression in this host plant, either in susceptible or resistant plants. Resistance to BCN has not been found in cultivated beets. However, some commercial resistant varieties (eg. Nemakill, Evasion, Nematop) have been generated through interspecific crosses between *B. vulgaris* and the wild relative species *Patellifolia procumbens* [28–31]. The resistant varieties contain a translocated fragment of *P. procumbens* chromosome 1 harboring the resistance gene *Hs1*^*pro-1*^. Although *Hs1*^*pro-1*^ is the first cloned nematode resistance gene and encodes a 282–amino acid protein with leucine-rich repeats (LRR) and a transmembrane domain, its role in the resistance of sugar beet against BCN is still in doubt [32]. The existence of a second nematode resistance gene named *Hs1–2* in the vicinity of *Hs1*^*pro-1*^ has been suggested although further characterization is lacking [33, 34].

Resistant sugar beets are invaded by J2 of *H. schachtii* and can establish a feeding site, but syncytia degenerate before nematode maturation, hence hindering nematodes to complete their lifecycle [32, 35]. Samuelian et al. [36] used the cDNA-AFLP technique to identify sugar beet genes induced upon infection with the BCN. They analyzed 8000 transcript-derived fragments (TDFs) from infected hairy root clones of susceptible and resistant sugar beet (carrying the resistance gene *Hs1*^*pro-1*^). They found that TDF_6, *Beta vulgaris Ki1*, was differentially expressed in both materials but more strongly in resistant plants. Upon transgenic over-expression this gene was able to inhibit the development of BCN in susceptible hairy roots.

Considering the importance of sugar beet and *H. schachtii* as a major limiting factor of beet production, our research aimed at performing a transcriptome study of compatible and incompatible interactions of sugar beet with BCN at two time points. The results revealed expression changes in genes involved in defense response, hormone pathways, metabolism, nutrition, and transcription regulation. Also, our experiments showed that exogenous application of methyl jasmonate and ET-generator ethephon on the susceptible sugar beet plants causes induced defence against BCN. Next to that, we have identified putative candidate genes that are involved in the resistance of cultivar Nemakill and nematode effectors that are expressed during infection in either a susceptible or a resistant cultivar.

## Results

### Sequencing and mapping

In this study, mRNA of root tissues of uninfected and BCN-infected susceptible and resistant sugar beet plants was sequenced at two time points upon inoculation: 4 days after inoculation (dai, early stage) and 10 dai (late stage), and in 2 independent biological replicates leading to a total of 16 sequenced samples. 

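Each library pools the roots of 6 plants, aged 19 days at 4 dai and 25 days at 10 dai, and infected plants had received 300 second-stage juveniles. The deposited matrix holds raw read counts for 74184 annotated genes in these 16 libraries, 2 for each of 8 groups: uninfected and infected susceptible roots (UnS, IS) and uninfected and infected resistant roots (UnR, IR) at each time. For this re-analysis edgeR's quasi-likelihood model was fitted to all 16 libraries with TMM normalization and 1 mean per group. Genes with an adjusted p below 0.05, the threshold of the paper, are named called, with Benjamini-Hochberg adjustment over the 17576 genes left by filterByExpr. Replication is thin: an exact permutation of 2 against 2 libraries cannot give a p below 0.333, and the calls rest on a spread pooled across genes and groups with 8 residual degrees of freedom. Levels below are read counts scaled to library size (CPM) in the n = 2 libraries of a group, replicate 1 first. A log2 fold change (log2FC) is edgeR's estimate with its default prior count, and its standard error is the absolute log2FC divided by the square root of the F statistic. Genes carry the identifiers of the deposited table, because the reference at hand gives them no positions.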

In a compatible interaction, the nematodes are at the J2 stage at 4 dai, while at 10 dai they are at the late J3 stage. As susceptible cultivar we worked with line 7112*SB36 (Sugar Beet Seed Institute, Iran), while the resistant cultivar was Nemakill [29, 31, 37, 38].

A total of 442,691,707 raw reads were obtained from the transcriptome sequencing. The average number of trimmed reads per sample was 26,581,145. A total of 425,298,335 trimmed reads that were 73–74 bp in length were aligned against the reference genome sequence of sugar beet (Refbeet1.1, [1]) using STAR and 90–91% of the sequenced reads could be uniquely mapped across all samples. The total number of uniquely mapped reads was 385,810,355, representing an average per sample coverage of 7.33X of the sugar beet transcriptome. An overview of the sequencing data and mapping results is shown in Table 1. 

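The deposited counts can be set beside this overview as sums over genes. Totals of the smaller and larger library were 3874427 and 4300851 in UnS-4 dai, 3133891 and 4054921 in IS-4 dai, 3938382 and 4596030 in UnR-4 dai and 4459706 and 4714302 in IR-4 dai. At 10 dai the pairs were 4850129 and 4967611 in UnS, 3882716 and 4436258 in IS, 5198274 and 5209534 in UnR and 3075136 and 4502403 in IR. All 16 add up to 69194571 counted reads, against the 385810355 uniquely mapped reads in the paper's table, so most mapped reads are absent from the gene counts and the deposited files do not say why. Of the 74184 genes, 34132 have no count in any library. TMM factors ran from 0.848 to 1.11.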

The sequencing data have been deposited at the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) under the accession number (GSE135555). 

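Before any comparison, the spread between the 2 replicates of a group was measured as the share of genes whose levels differ by more than 1 log2 unit. It was 26.5% in IR-10 dai, 20% in IS-4 dai, 8.6% in UnS-4 dai, 6.14% in UnS-10 dai, 3.9% in IR-4 dai, 3.35% in UnR-4 dai, 2.1% in IS-10 dai and 1.17% in UnR-10 dai. On a principal component analysis of log2 CPM (22.1% and 18.7% of the variance on components 1 and 2) the IR-10 dai pair sat at −42 and 108 for replicate 1 and at 67 and −2.44 for replicate 2. With 2 libraries on each side, 16.7% of genes show no overlap in a given direction by chance alone, so non-overlap says little about a single gene. A trial on simulated counts, for IS-4 dai against UnS-4 dai and genes of at least 5 CPM, gives a rough guide to what the model can find. Counts were drawn with 1 mean and 1 spread per gene for all libraries, apart from the planted changes. The wide gap within the real IS-4 dai pair is therefore not reproduced. Of 200 genes changed 4-fold the model called 82, with 4 false calls, and of 200 changed 16-fold it called 192, with 8 false calls. A comparison left unchanged gave 0 calls. Few calls in a comparison therefore do not show that few genes responded.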

The number of differentially expressed genes (DEGs) obtained by all executed pairwise comparisons is shown in Fig. 1, and is described in detail below.

**Table 1:** Summary of the transcriptome data from sugar beet roots in the compatible and incompatible interaction with *Heterodera schachtii*

Sample	Number of trimmed reads	Number of uniquely mapped reads	Percentages of uniquely mapped reads
Uninfected susceptible roots at 4 dai (UnS-4 dai)	55,453,474	50,263,420	90.66
Infected susceptible roots at 4 dai (IS-4 dai)	54,891,104	49,904,470	90.71
Uninfected resistant roots at 4 dai (UnR-4 dai)	52,935,813	48,014,740	90.74
Infected resistant roots at 4 dai (IR-4 dai)	50,732,663	46,245,798	91.19
Uninfected susceptible roots at 10 dai (UnS-10 dai)	55,008,558	50,229,976	91.29
Infected susceptible roots at 10 dai (IS-10 dai)	49,755,520	45,227,314	90.88
Uninfected resistant roots at 10 dai (UnR-10 dai)	54,885,472	49,741,102	90.63
Infected resistant roots at 10 dai (IR-10 dai)	51,635,731	46,183,535	90.25
Total	425,298,335	385,810,355	
Transcriptome size	246,730,718 bp		
Average per sample coverage of the sugar beet transcriptome		7.33X

**Fig. 1:**
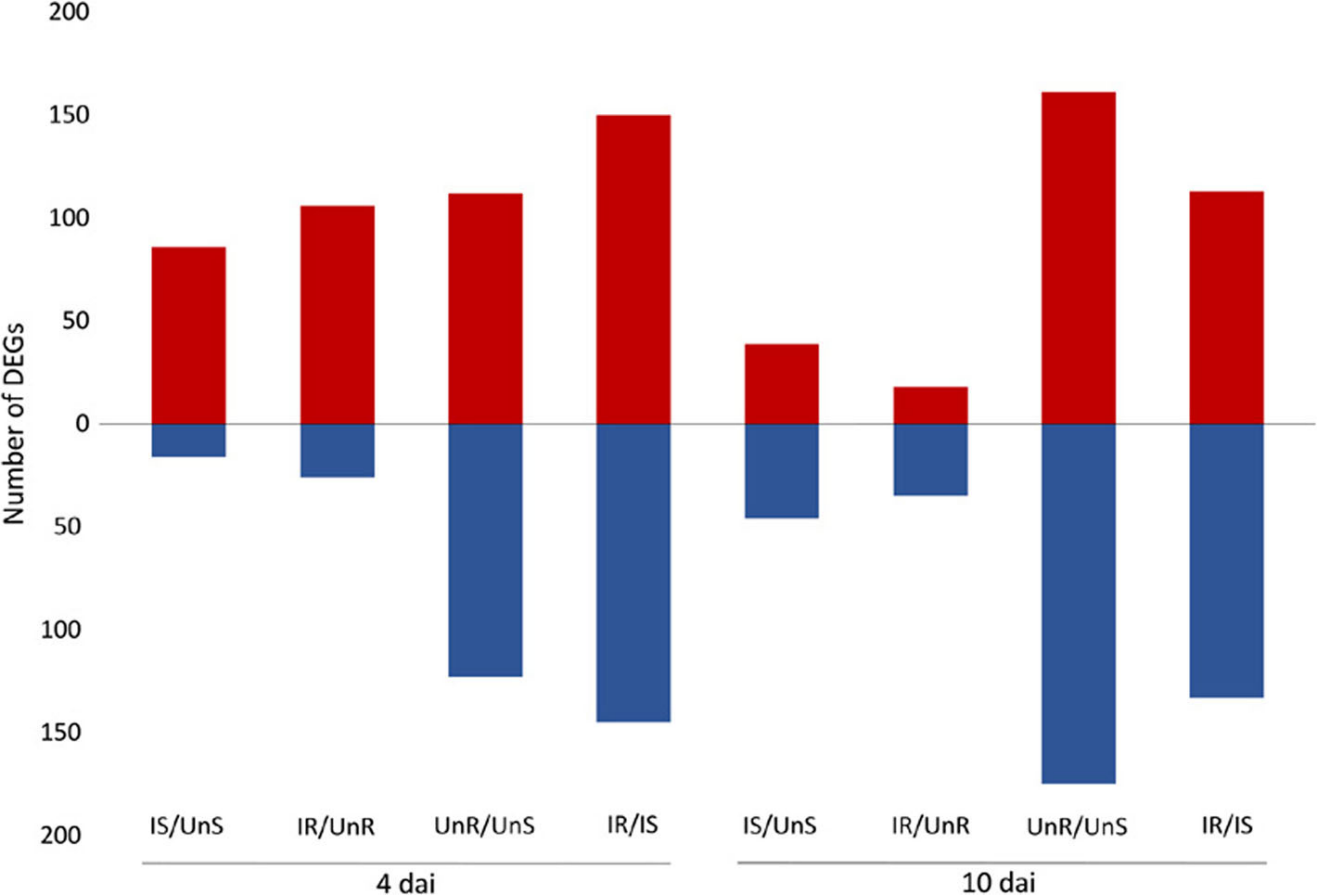
Number of significant differentially expressed genes (DEGs) identified by all pairwise comparisons executed in this study, to analyze sugar beet in interaction with *Heterodera schachtii*. Red: up-regulated; blue: down-regulated genes. IS, infected susceptible roots; UnS, uninfected susceptible roots; IR, infected resistant roots; UnR, uninfected resistant roots; dai, days after inoculation

### Differentially expressed genes (DEGs) in the compatible sugar beet-BCN interaction

#### Early stage (4 dai)

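In the re-analysis edgeR called 21 genes between IS-4 dai and UnS-4 dai, 17 higher and 4 lower in infected roots, and 1700 genes had an unadjusted p below 0.05. Of the 102 listed transcripts 98 passed the expression filter; all 98 changed in the listed direction, 97 without overlap of the replicates, and 15 were called. DESeq2 on all 16 libraries called 176 genes, DESeq2 with moderated fold changes on the compared libraries 88, and edgeR without the low-count filter 325, the largest shift among the alternatives. The 2 IS-4 dai libraries differ widely, and single libraries decide this count: 264 genes were called without IS-4 dai replicate 1, 3 without UnS-4 dai replicate 1, 0 without UnS-4 dai replicate 2 and 0 without IS-4 dai replicate 2.

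The largest rise belongs to Bv2_028630_qxrz, a gene with a B12D domain and no description. It stood at 149.6 and 999.6 CPM in IS against 0.259 and 0.227 in UnS, a 2065-fold (95% counting interval 571 to 17061) rise (edgeR adjusted p = 0.0247). That interval covers counting error only and not the spread between replicates. Next come Bv6_127130_iccr (log2FC 7.92, standard error 1.24, edgeR adjusted p = 0.0247) and Bv3u_069711z4358_ncga (log2FC 5.89, standard error 1.02, edgeR adjusted p = 0.0334). Without IS-4 dai replicate 2 the log2FC of Bv6_127130_iccr is 5.26. DESeq2 with moderated fold changes left Bv6_127130_iccr uncalled (adjusted p = 0.301). None of these calls survives the loss of certain libraries, with adjusted p for Bv2_028630_qxrz rising without UnS-4 dai replicate 1 (0.332), UnS-4 dai replicate 2 (0.204) or IS-4 dai replicate 2 (0.15), for Bv6_127130_iccr without UnS-4 dai replicate 1 (0.279), UnS-4 dai replicate 2 (0.201) or IS-4 dai replicate 2 (0.15), and for Bv3u_069711z4358_ncga without UnS-4 dai replicate 1 (0.416), UnS-4 dai replicate 2 (0.177) or IS-4 dai replicate 2 (0.183).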

One hundred two transcripts were significantly differentially expressed in the infected susceptible roots vs their corresponding uninfected controls at 4 dai, of which 86 genes were up-regulated and 16 down-regulated, indicating a general pattern of induction of genes at this early stage of BCN infection (Additional file 1: Table S1). It should be noted that among these 102 DEGs, 34 genes were not functionally annotated in PLAZA 3.0. Gene set analysis revealed particular enrichment for GO terms, metabolic process, single-organism process, cellular process, response to stimulus, multi-organism process, catalytic activity, binding, oxidoreductase activity and transferase activity (Fig. 2).

**Fig. 2:**
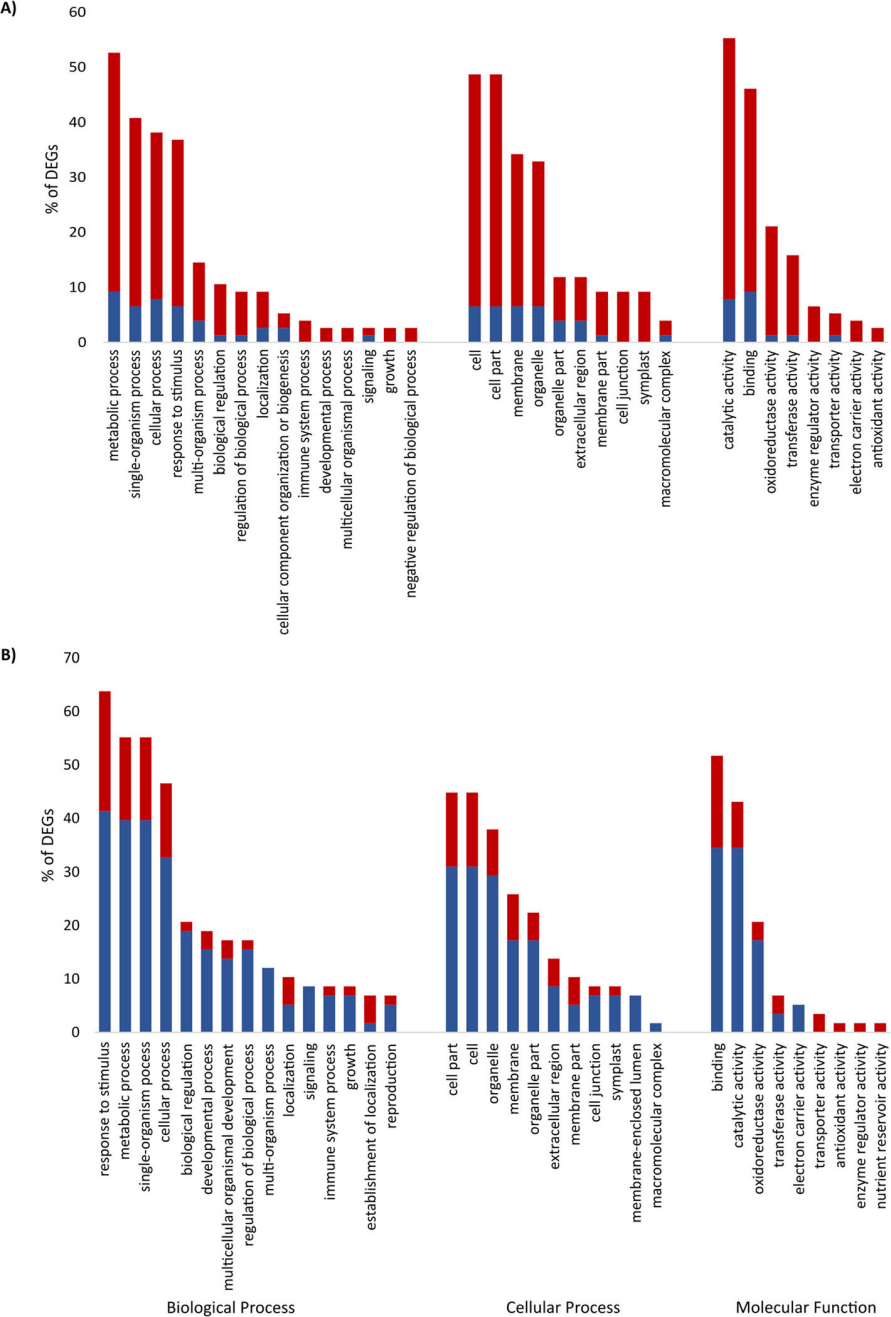
Classification of significant DEGs obtained from the BCN-infected susceptible sugar beet roots compared to the uninfected susceptible sugar beet roots at **a** 4 days after inoculation (IS vs UnS-4 dai) and **b** 10 days after inoculation (IS vs UnS-10 dai) in three main Gene Ontology (GO) categories. Up-regulated and down-regulated GO terms are shown in red and blue bars, respectively

#### Late stage (10 dai)

At the later time point (10 dai), 85 DEGs were identified, of which 39 genes were up-regulated and 46 genes were down-regulated (Additional file 1: Table S1). 

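In the deposited counts edgeR called 1 gene at this time, the nucleoredoxin gene Bv_13850_neac, while 662 genes had an unadjusted p below 0.05. Its levels were 0.25 and 0.881 CPM in IS against 14 and 10.2 in UnS (log2FC −4.31, standard error 0.56, edgeR adjusted p = 0.0183), and the call is lost without UnS-10 dai replicate 1 (0.105), UnS-10 dai replicate 2 (0.0504), IS-10 dai replicate 1 (0.601) or IS-10 dai replicate 2 (0.17). Of the 85 listed genes 84 were tested; 84 changed in the listed direction, all 84 without overlap of the replicates, and 67 had an unadjusted p below 0.05, although none was called. How many genes pass depends on the tool: DESeq2 on all 16 libraries called 24, DESeq2 with moderated fold changes 78, and the latter with an empirical null 204. In no omission of a single library were more than 1 gene called: 1 without UnS-10 dai replicate 1, and 0 without UnS-10 dai replicate 2 or either IS-10 dai library.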

The GO terms, response to stimulus, metabolic process, single-organism process, cellular process, biological regulation, binding, catalytic activity, oxidoreductase activity and transferase activity, were the most enriched (Fig. 2).

#### General changes in the compatible interaction

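The 10 metabolism and development genes in the functional table of the susceptible cultivar show how the categories move with time. At 4 dai all 10 were higher in IS than in UnS, without overlap of the replicates, with a median log2FC of 1.84 (1.16 without IS-4 dai replicate 2) and 2 called by edgeR (9 by DESeq2 on 16 libraries, 4 with moderated fold changes). The called pair is the 7S globulin gene Bv9_217460_aeir, at 59.6 and 167 CPM against 4.66 and 9.09 (log2FC 4.03, standard error 0.57, edgeR adjusted p = 0.0241), and the vacuolar-processing enzyme gene Bv5_092900_pnpm, at 92.7 and 319 against 25.4 and 31.1 (log2FC 2.86, standard error 0.47, edgeR adjusted p = 0.0247). Both calls are lost when 1 library is omitted, Bv9_217460_aeir without UnS-4 dai replicate 1 (0.244), UnS-4 dai replicate 2 (0.121) or IS-4 dai replicate 2 (0.15) and Bv5_092900_pnpm without UnS-4 dai replicate 1 (0.339), UnS-4 dai replicate 2 (0.177) or IS-4 dai replicate 2 (0.194), whereas 8 of the 10 are called without IS-4 dai replicate 1. At 10 dai 3 were higher and 7 lower, the median was −0.23 (−0.37 without IS-10 dai replicate 1 and −0.02 without UnS-10 dai replicate 2), edgeR called none, 1 had an unadjusted p below 0.05, and 4 change direction with a single omission. These genes were picked by the study on the same libraries, so their shared direction is not independent evidence.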

Comparing the transcriptome of infected roots vs uninfected controls at both time points in the compatible interaction showed significant alterations in the expression of genes involved in metabolism, cell wall architecture, developmental process, transport, plant defense responses, transcription factors and hormone metabolism. 

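Direction at 4 dai separates the 6 tested cell wall genes, 4 higher and 2 lower in IS (median log2FC 0.96, 0.38 without IS-4 dai replicate 2). Rising were the glycine-rich protein gene Bv1_000400_ahhr, at 414 and 2297 CPM in IS and 189.7 and 137 in UnS (log2FC 3.05, standard error 0.59, edgeR adjusted p = 0.0545), and the pectinesterase gene Bv7_173890_ywig, at 1032 and 4201 and 830.2 and 718 (log2FC 1.76, standard error 0.46, edgeR adjusted p = 0.175). The polygalacturonase gene Bv4_089460_fiko fell at this time, to 35.5 and 48 CPM from 162 and 113 (log2FC −1.72, standard error 0.54, edgeR adjusted p = 0.29), and rose at 10 dai, to 125 and 97.3 from 37.7 and 35.9 (log2FC 1.59, standard error 0.54, edgeR adjusted p = 1). Another polygalacturonase gene, Bv4_089440_ooku, also stood higher at 10 dai (log2FC 1.34, standard error 0.40, edgeR adjusted p = 1). A glycosyltransferase gene listed with them, Bv_39830_tmsg, has too few counts to be tested. At 10 dai 5 of the 6 were higher (median 0.82). edgeR called 0 of 6 at either time, DESeq2 on 16 libraries 3 and 0, and DESeq2 with moderated fold changes 3 and 2, with 5 and 3 below an unadjusted p of 0.05. Without IS-4 dai replicate 1 the log2FC is 3.85 for Bv1_000400_ahhr and 2.47 for Bv7_173890_ywig. The lowest values with 1 library omitted are 1.33 and 0.405. At 4 dai 1 member reverses in a single omission.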

Genes related to cell wall architecture such as pectinesterase and polygalacturonase (cell wall degradation), glycine-rich proteins (cell wall proteins) and glycosyltransferases (cell wall synthesis) were significantly up-regulated at both time points (Additional file 2: Table S2). Also, expression of transporter genes including lipid transporters, ion transporters, ABC transporter, peptide and nitrate transporters was significantly changed at both time points (Additional file 2: Table S2). In addition, the expression of some genes involved in plant hormone metabolism, including genes related to auxin (e.g. indole acetic acid, IAA), gibberellic acid (GA), abscisic acid (ABA) and cytokinin (CK), as well as SA, JA and ET was altered (Additional file 2: Table S2). 

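Counts were sufficient for 10 of the 11 transport genes in that table. At 4 dai 7 were higher and 3 lower in infected susceptible roots (median log2FC 1.06, 0.46 without IS-4 dai replicate 2); at 10 dai 6 were higher and 3 lower, with 0.38 as the median. The cation/H+ antiporter gene Bv5_113360_uxxg changed most at 4 dai, from 0.259 and 0 CPM in UnS to 3.44 and 31.4 in IS, which is 123-fold (95% counting interval 21.6 to 4928), with an edgeR adjusted p of 0.22. The copper transporter gene Bv7_176440_nixr rose from 680.5 and 892 to 2247 and 2173 CPM (log2FC 1.49, standard error 0.35, edgeR adjusted p = 0.11). The transporter gene Bv1_011430_sddh fell at 10 dai from 413 and 411 to 117 and 191 CPM (log2FC −1.42, standard error 0.33, edgeR adjusted p = 0.486). None of the 10 was called by edgeR, with 6 and 3 below an unadjusted p of 0.05; DESeq2 on 16 libraries called 3 and 1, and DESeq2 with moderated fold changes 2 and 4. Adjusted over the list alone, 4 passed at 4 dai and 3 at 10 dai. Leaving out IS-10 dai replicate 2 turns the 10 dai median to −0.10.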

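Direction is mixed among the 6 genes of this table that bear on auxin, gibberellin, abscisic acid and cytokinin: 3 higher and 3 lower in IS at each time, with medians of 0.60 at 4 dai and −0.26 at 10 dai. The former is 0.18 without IS-4 dai replicate 2, the latter −0.57 without IS-10 dai replicate 1 and −0.03 without IS-10 dai replicate 2. An auxin-associated gene, Bv8_185190_pxks, went from 88.8 and 121 CPM in UnS-4 dai to 301 and 341 in IS-4 dai (log2FC 1.61, standard error 0.32, edgeR adjusted p = 0.0643). The zeatin O-glucosyltransferase gene Bv3_063790_mzsz went at 10 dai from 433 and 288 to 76.7 and 109.9 CPM (log2FC −1.95, standard error 0.35, edgeR adjusted p = 0.167). edgeR called none at 4 or 10 dai, although 5 and 3 had an unadjusted p below 0.05; DESeq2 on 16 libraries called 4 and 2, and with moderated fold changes 2 and 2. Bv8_185190_pxks becomes a call without IS-4 dai replicate 1 (edgeR adjusted p = 0.0337), and 2 of the 6 genes reverse at 10 dai when a library is omitted.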

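The 35 defence, hormone and transcription factor genes taken from the functional table were all tested. They leave out the 11 heat shock genes given below, 10 of which were lower at 10 dai. The paper lists 20 of the 35 as changed at 10 dai. Directions of the 35 were more evenly divided at 10 dai than at 4 dai. At 4 dai 26 stood higher and 9 lower in IS, with a median log2FC of 1.52, 25 below an unadjusted p of 0.05 and 1 called by edgeR (18 by DESeq2 on 16 libraries, 11 with moderated fold changes). At 10 dai 17 stood higher and 18 lower, the median was −0.09, 16 had an unadjusted p below 0.05 and edgeR called none (4 and 13 by the 2 DESeq2 settings). Omitting IS-4 dai replicate 2 lowers the 4 dai median to 0.50, and 15 of the 35 are called without IS-4 dai replicate 1. For 10 dai the sign itself depends on a library: −0.32 without IS-10 dai replicate 1 and 0.29 without IS-10 dai replicate 2. Members that change direction with an omission number 6 at 4 dai and 7 at 10 dai. Being selected by the study for their change in these libraries, the 35 genes cannot serve as an independent test.

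**Figure D1:**
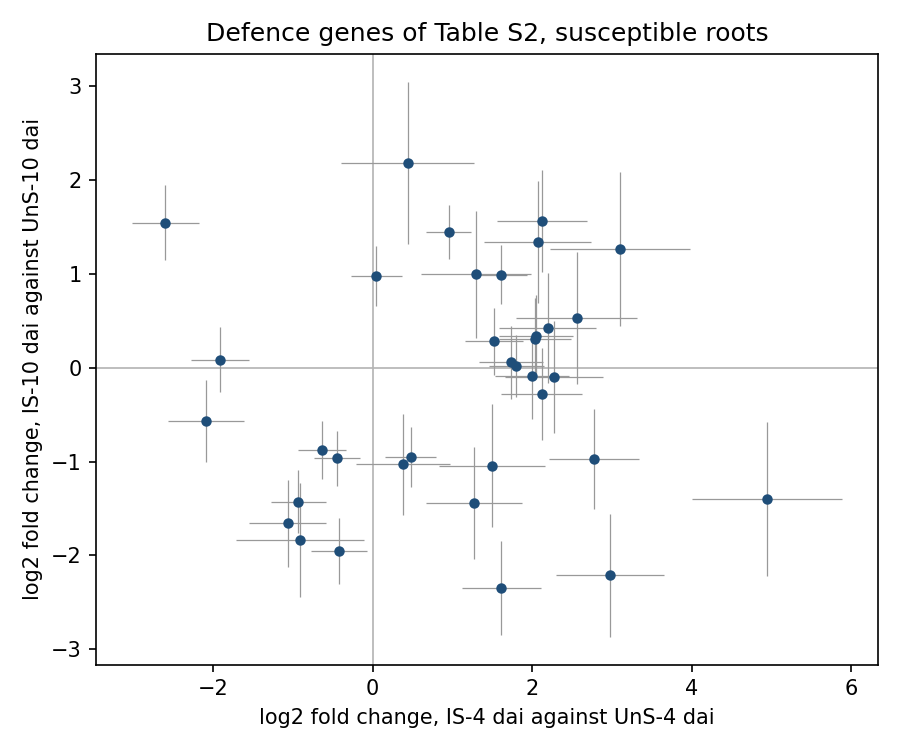
Log2 fold changes of the 35 defence, hormone and transcription factor genes of Table S2 in susceptible roots, IS against UnS, at 4 dai (horizontal) and 10 dai (vertical). Heat shock genes are left out. Each point is 1 gene from edgeR fitted to all 16 libraries, and bars show the standard error. Groups hold 2 libraries each.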

When focusing on genes involved in the plant defense response, we observed that the majority of these genes were induced at the early stage (4 dai), while suppressed at the later stage (10 dai) in the susceptible cultivar. For example, genes encoding NADPH-cytochrome P450 reductase and trans-cinnamate 4-monoxygenase - involved in the phenylpropanoid pathway were up and down-regulated at 4 and 10 dai, respectively (Additional file 2: Table S2). 

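The 2 genes moved apart at 4 dai. The trans-cinnamate 4-monooxygenase gene Bv2_036900_jzij rose from 20.4 and 19.8 CPM in UnS to 189.6 and 1051 in IS (log2FC 4.94, standard error 0.94, edgeR adjusted p = 0.0539), and passes without IS-4 dai replicate 1 (edgeR adjusted p = 0.0104). The P450 reductase gene Bv8_203000_mxzc was lower, at 475 and 409 CPM in IS and 815 and 556 in UnS (log2FC −0.63, standard error 0.30, edgeR adjusted p = 0.525). At 10 dai both were lower in infected roots: Bv2_036900_jzij at 29 and 32.6 against 51.9 and 110.4 CPM (log2FC −1.40, standard error 0.82, edgeR adjusted p = 1), Bv8_203000_mxzc at 244 and 284 against 459.7 and 508 (log2FC −0.87, standard error 0.31, edgeR adjusted p = 1). DESeq2 on 16 libraries called Bv2_036900_jzij at 4 dai (adjusted p = 0.000432) and neither gene at 10 dai, where 2 of 15 alternatives called each (adjusted p = 0.00434 and 0.0108 at the lowest).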

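Only 3 proteinase inhibitor genes of the Kunitz family were found among the listed transcripts, 1 fewer than the paper counts. At 4 dai Bv6_153420_udjq stood at 719.7 and 1464 CPM in IS and 189.7 and 343 in UnS (log2FC 2.04, standard error 0.45, edgeR adjusted p = 0.0963). For Bv6_153430_sfyg the levels were 35.2 and 169 and 25.4 and 16.6 (log2FC 2.28, standard error 0.61, edgeR adjusted p = 0.2), for Bv6_153410_hihh 394 and 541 and 136 and 132 (log2FC 1.80, standard error 0.34, edgeR adjusted p = 0.0522). All 3 had an unadjusted p below 0.05 without overlap of the replicates, edgeR called 0, DESeq2 on 16 libraries called 3, and DESeq2 with moderated fold changes called 2. All 3 are called by edgeR without IS-4 dai replicate 1 (adjusted p = 0.0251, 0.0161 and 0.0194). At 10 dai the median log2FC was 0.02, from −0.10 to 0.31 over the 3, and it falls to −0.17 without UnS-10 dai replicate 1 and −0.32 without IS-10 dai replicate 1, and is 0.36 without IS-10 dai replicate 2.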

The expression of four proteinase inhibitor genes belonging to the Kunitz family trypsin and protease inhibitor protein family was up-regulated at 4 dai. 

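Taken by family at 4 and 10 dai, the median log2FC in IS against UnS was 0.87 and 1.13 for 4 defensin-like genes, 2.00 and −0.09 for 3 glutathione S-transferase genes, 1.76 and 0.99 for 2 BAK1 genes, and 1.52 and 0.43 for 3 peroxidase genes. These medians depend on single libraries: at 4 dai defensin-like genes gave 0.24 without UnS-4 dai replicate 1 and 2.27 without UnS-4 dai replicate 2, transferases 0.93 without IS-4 dai replicate 2 and peroxidases 0.70 without IS-4 dai replicate 2, and at 10 dai transferases gave −0.32 without IS-10 dai replicate 1 and 0.10 without IS-10 dai replicate 2 and BAK1 genes 0.49 without IS-10 dai replicate 1. At 4 dai all but 1 defensin-like gene were higher in IS. At 10 dai 2 of 3 transferases and the same 1 of 4 defensin-like genes were lower (−0.68 and −1.66 at the lowest). edgeR called 0 of the 12 genes at either time, with 9 and 4 below an unadjusted p of 0.05; DESeq2 on 16 libraries called 5 and 1, DESeq2 with moderated fold changes 4 and 6.

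Among single genes at 4 dai, the defensin-like Bv5_114080_kuem had 101 and 381 CPM in IS against 19.9 and 36.1 (log2FC 3.1, standard error 0.88, edgeR adjusted p = 0.222). The transferase Bv4_084140_cgqi had 693 and 2193 against 276 and 446 (log2FC 2.00, standard error 0.47, edgeR adjusted p = 0.106), the BAK1 gene Bv3_062540_dhyt 17.2 and 54.4 against 2.59 and 9.32 (log2FC 2.56, standard error 0.75, edgeR adjusted p = 0.244), and the peroxidase Bv1_013750_hurs 469.5 and 351 against 141 and 146 (log2FC 1.52, standard error 0.36, edgeR adjusted p = 0.117). At 10 dai the BAK1 gene Bv3_062500_mupo had 107 and 97.8 CPM in IS against 44.4 and 30.4 (log2FC 1.45, standard error 0.29, edgeR adjusted p = 0.229) and the defensin-like Bv5_114110_eato 511 and 578 against 145 and 94.5 (log2FC 2.19, standard error 0.87, edgeR adjusted p = 1). Without IS-4 dai replicate 1 all 3 transferases and 1 peroxidase are called at 4 dai, Bv4_084140_cgqi with an adjusted p of 0.00929.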

Genes encoding Defensin-like proteins, glutathione S-transferase genes (GST), two BRASSINOSTEROID INSENSITIVE 1-associated receptor (BAK1) genes and some peroxidase genes were induced at both stages. On the other hand, genes encoding chitinase and galacto-1,4-lactone dehydrogenase were down-regulated at 4 dai and two amorpha-4,11-diene-12 monoxygenase genes, several heat shock proteins (HSP), two DIBOA-glucoside dioxygenase BX6 genes - involved in benzoxazinone synthesis - were suppressed at 10 dai. 

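At 4 dai the GLDH gene Bv9_215430_gwdj fell to 8.47 and 6.42 CPM in IS from 52.8 and 38.6 in UnS (log2FC −2.60, standard error 0.42, edgeR adjusted p = 0.0247), a call lost without UnS-4 dai replicate 1 (0.243), UnS-4 dai replicate 2 (0.121) or IS-4 dai replicate 2 (0.194). The chitinase gene Bv3_053310_xtre fell to 23.8 and 28.3 from 87.8 and 109 (log2FC −1.92, standard error 0.36, edgeR adjusted p = 0.0522). At 10 dai Bv9_215430_gwdj was higher in IS (log2FC 1.55, standard error 0.40, edgeR adjusted p = 0.72).

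Of 11 heat shock genes 10 were lower in IS-10 dai than in UnS-10 dai, all without overlap of the replicates, with a median log2FC of −1.25, 8 below an unadjusted p of 0.05 and 0 called by edgeR (4 by DESeq2 on 16 libraries, 8 with moderated fold changes). The strongest were Bv5u_121420_druz, at 72.9 and 73.1 CPM against 321 and 426 (log2FC −2.35, standard error 0.45, edgeR adjusted p = 0.229), Bv3_053900_qhgs, at 309 and 186 against 1037 and 1387 (log2FC −2.29, standard error 0.53, edgeR adjusted p = 0.486), and Bv7_177480_nend, at 219.5 and 203 against 818 and 803 (log2FC −1.94, standard error 0.30, edgeR adjusted p = 0.0731). Against this, 1 of the 11 rose, Bv8u_205140_yxrw (log2FC 1.37, standard error 0.32, edgeR adjusted p = 0.486). At 4 dai Bv7_177480_nend was already lower and called (log2FC −1.64, standard error 0.30, edgeR adjusted p = 0.0481), although not without UnS-4 dai replicate 1 (0.244), UnS-4 dai replicate 2 (0.204), IS-4 dai replicate 1 (0.0618) or IS-4 dai replicate 2 (0.15).

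The 2 amorphadiene monooxygenase genes were lower at 10 dai, with log2FC values of −0.95 (Bv_31750_gphx) and −1.83 (Bv_42400_xgxw), and so were the 2 BX6 genes, with −1.03 (Bv6_129470_osxt) and −1.44 (Bv_52420_tcfw). edgeR gave each of the 4 an adjusted p of 1, against 3 below an unadjusted p of 0.05; DESeq2 on 16 libraries called 0 and with moderated fold changes 2.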

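The paper's description of a zinc finger transcription factor matches 2 genes that were listed at different times. Bv5_096740_qxtq rose at 4 dai, to 104 and 530.4 CPM in IS from 72.5 and 73.4 in UnS (log2FC 2.12, standard error 0.51, edgeR adjusted p = 0.125). Its log2FC is 2.89 without IS-4 dai replicate 1 and 0.503 at the lowest with 1 library omitted. The fall at 10 dai belongs to the A20/AN1-like gene Bv7_159000_cyhm, at 161 and 213 CPM against 396 and 335 (log2FC −0.97, standard error 0.29, edgeR adjusted p = 1). Each gene had an unadjusted p below 0.05 only at the time for which it was listed. edgeR called neither, DESeq2 on 16 libraries called Bv5_096740_qxtq (adjusted p = 0.00629) and not Bv7_159000_cyhm (0.328), and DESeq2 with moderated fold changes called 0 of 2 at both times.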

The analysis also revealed alteration in the expression of some transcription factors (TFs) in the susceptible sugar beet plants: a gene encoding a zinc finger TF was up and down-regulated at 4 and 10 dai, respectively. The expression of two genes encoding basic helix-loop-helix family (bHLH) TFs were up-regulated at 4 dai.

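Both bHLH genes were higher in IS-4 dai without overlap of the replicates: Bv2_024060_eewq at 20.4 and 32.9 CPM against 6.21 and 5.91 in UnS (log2FC 2.13, standard error 0.56, edgeR adjusted p = 0.19) and Bv7_160270_mwox at 60.1 and 227 against 21.5 and 20.4 (log2FC 2.77, standard error 0.56, edgeR adjusted p = 0.068). edgeR called 0 of the 2 although both had an unadjusted p below 0.05, DESeq2 on 16 libraries called 2, and DESeq2 with moderated fold changes called 1. Omission of IS-4 dai replicate 1 makes Bv7_160270_mwox a call (edgeR adjusted p = 0.00672), and omission of IS-4 dai replicate 2 lowers the median log2FC from 2.45 to 1.62.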

Two linoleate 9S-lipoxygenase genes, involved in JA biosynthesis genes were up-regulated at 4 dai. 

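The 2 lipoxygenase genes behaved alike at 4 dai. Bv4_081750_igyi went from 1.29 and 1.59 CPM in UnS to 5.83 and 23.8 in IS (log2FC 3.31, standard error 0.71, edgeR adjusted p = 0.0873) and Bv4_081780_xptr from 33.4 and 40.5 to 139 and 112 (log2FC 1.76, standard error 0.40, edgeR adjusted p = 0.105), in both cases without overlap and with an unadjusted p below 0.05. Whether they pass depends on the tool: edgeR called 0, DESeq2 on 16 libraries 2, DESeq2 with moderated fold changes 1. With IS-4 dai replicate 1 left out Bv4_081750_igyi is called (edgeR adjusted p = 0.00861).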

Three ET-responsive genes such as one APETALA2/ethylene-responsive transcription factor (AP2/ERF) gene were down-regulated in the infected roots at 10 dai (Additional file 2: Table S2).

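These are Bv_50650_ryod, Bv8_200260_csqo and Bv1_012670_emye, the last of which the functional table also lists as a vacuolar iron transporter homolog. Their levels at 10 dai were 102 and 72.4 CPM in IS against 504 and 305 in UnS (log2FC −2.21, standard error 0.66, edgeR adjusted p = 1), 93.6 and 100.2 against 542 and 443 (log2FC −2.35, standard error 0.50, edgeR adjusted p = 0.348) and 157 and 114 against 295 and 263 (log2FC −1.04, standard error 0.66, edgeR adjusted p = 1). No pair of replicates overlapped and 2 genes had an unadjusted p below 0.05, yet edgeR called 0, DESeq2 on 16 libraries 1, and DESeq2 with moderated fold changes 3. At 4 dai the same 3 genes had been higher in IS, Bv_50650_ryod by a log2FC of 2.98 (standard error 0.68, edgeR adjusted p = 0.105). That value is 3.83 without IS-4 dai replicate 1 and 0.879 at the lowest with 1 library omitted.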

Considering the alterations of some genes involved in plant defense hormones ET and JA in BCN infected roots and the lack of knowledge on the role of these hormones in sugar beet defense against BCN, the effect of external stimulation of these hormones on sugar beet immunity to BCN was investigated. To this aim, we treated the susceptible sugar beet with MeJA, or ET-generator Ethephon, 24 h prior to inoculation. The number of J2s and females at 4 and 21 dai, respectively, were compared on treated and control plants. Upon exogenous application of Eth, the number of J2s per plant (4 dai) was lower in Eth-treated plants compared to controls. However, the results obtained at the later time point (21 dai), where females were counted, were inconsistent between experiments (Fig. 3). On the other hand, the results showed that MeJA-treated plants had significantly fewer J2s (at 4 dai) and females (at 21 dai) per plant than control plants in all experiments.

**Fig. 3:**
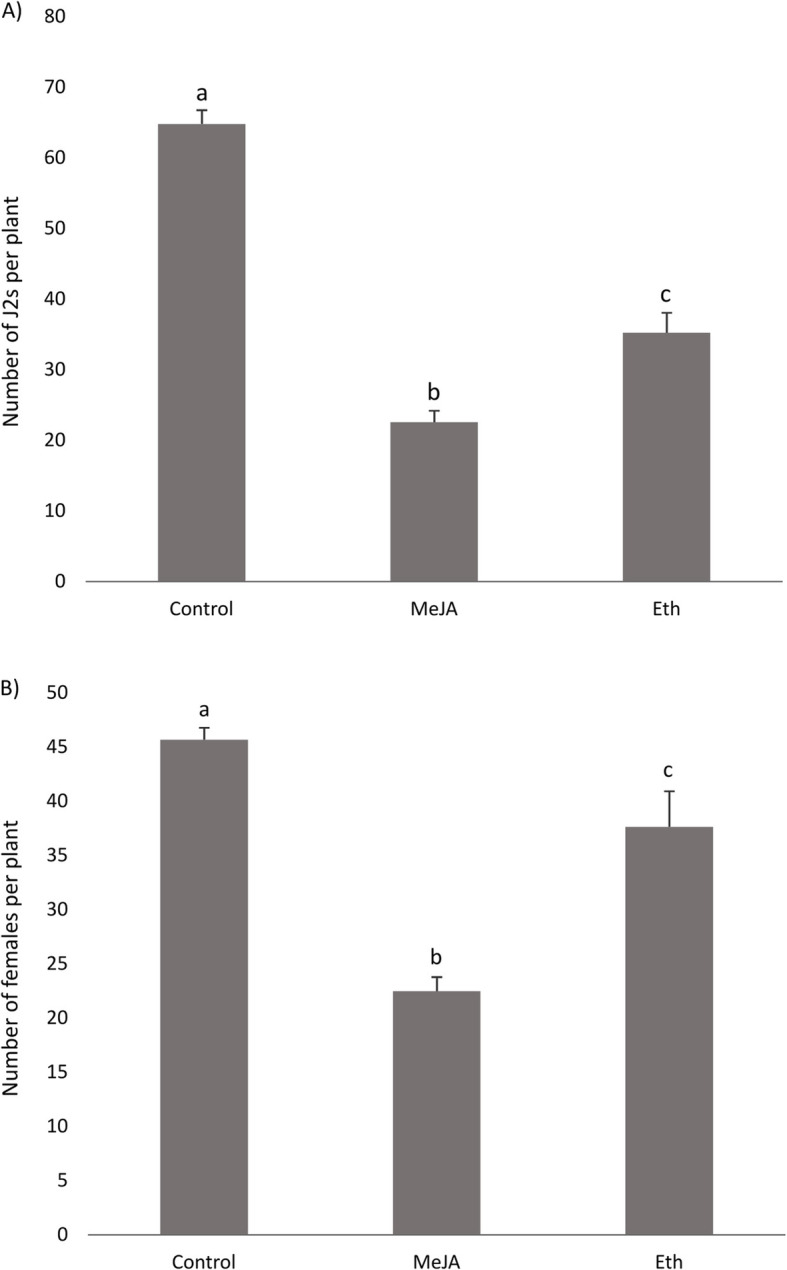
Effects of exogenous application of methyl jasmonate (MeJA, 100 μM) or ethephon (Eth, 500 μM) on invasion and development of *Heterodera schachtii* in susceptible sugar beet plants (line 7112*SB36). **a** infection rate at 4 days after inoculation (invasion) and **b** number of females at 21 days after inoculation (development). Chemicals were applied 24 h before nematode inoculation. Bars represent means + SE of 10 plants. Different letters indicate statistically significant differences (*P* < 0.05). The experiment was independently repeated three times, with similar results, except for the female number at 21 dai upon Eth treatment, which was not significantly affected in one of the repeats

### Differentially expressed genes (DEGs) in the incompatible sugar beet-BCN interaction in cultivar Nemakill

#### Early stage (4 dai)

Comparing the transcriptome of infected roots of the resistant cultivar Nemakill with uninfected roots at 4 dai, 132 DEGs were identified, of which 106 genes were up and 26 genes were down-regulated (Additional file 3: Table S3), again showing a general pattern of gene induction. 

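edgeR called 0 genes between IR-4 dai and UnR-4 dai, with 708 below an unadjusted p of 0.05 and a smallest adjusted p of 0.973. Of the 132 listed genes 124 were tested, and 124 changed in the listed direction, all 124 without overlap of the replicates; 78 of them had an unadjusted p below 0.05. DESeq2 called 3 genes on all 16 libraries, 69 with moderated fold changes on the compared libraries and 97 when an empirical null was added, the setting that moved this count most. No single omission yields a call in edgeR.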

Forty eight of these genes were not functionally annotated in PLAZA 3.0. Gene set analysis revealed particular enrichment for following GO terms, cellular process, single-organism process, metabolic process, response to stimulus, localization, multi-organism process, binding, catalytic activity, transporter activity, oxidoreductase activity and transferase activity (Fig. 4).

**Fig. 4:**
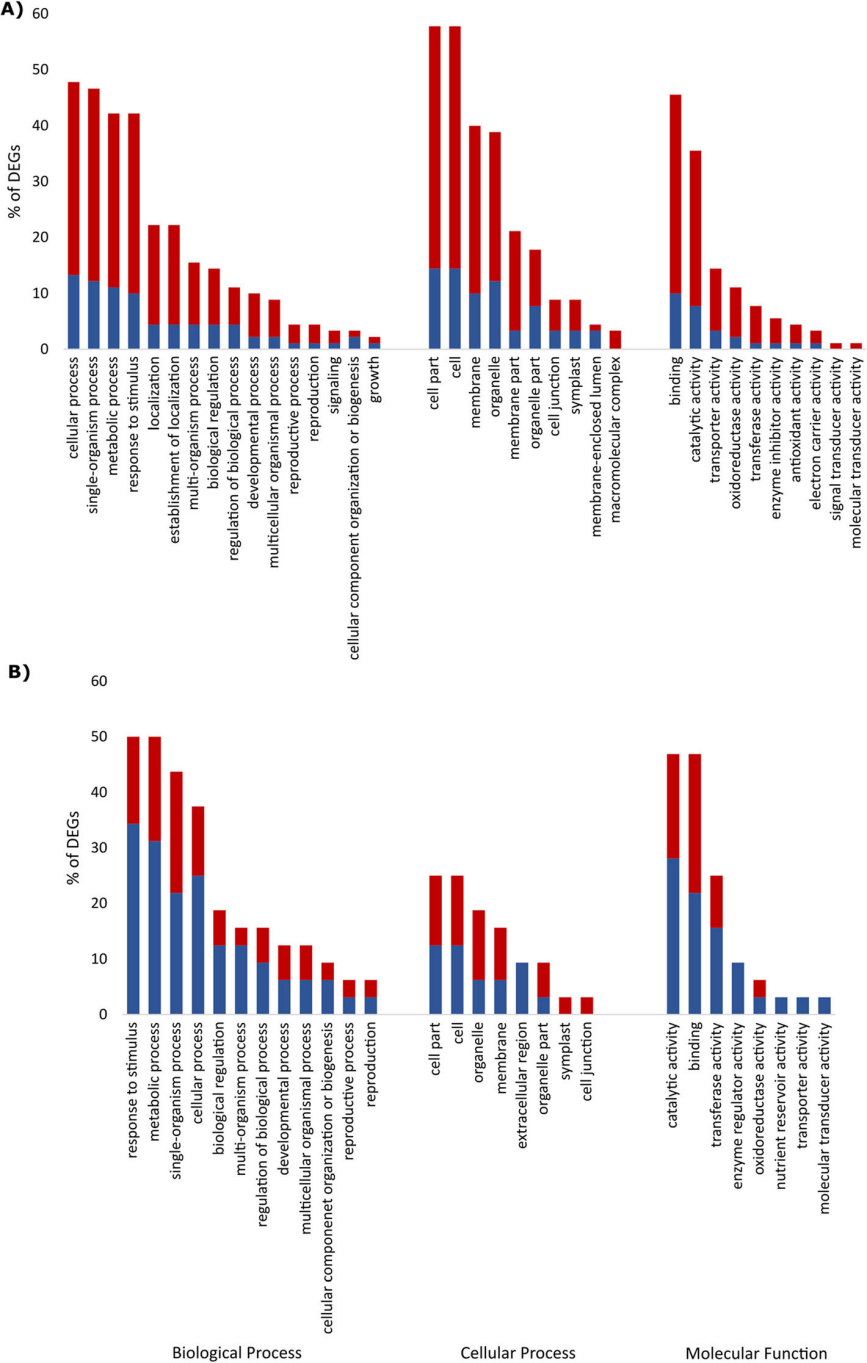
Classification of significant DEGs obtained from the BCN-infected resistant sugar beet roots compared to uninfected resistant sugar beet roots at **a** 4 days after inoculation (IR vs UnR-4 dai) and **b** 10 days after inoculation (IR vs UnR-10 dai) in three main Gene Ontology (GO) categories. Up-regulated and down-regulated GO terms are shown in red and blue bars, respectively

#### Late stage (10 dai)

At 10 dai, 53 transcripts were differentially expressed, of which 18 genes were induced and 35 genes were suppressed (Additional file 3: Table S3). 

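At this time edgeR again called 0 genes between IR and UnR, although 857 had an unadjusted p below 0.05 and the smallest adjusted p was 0.245. The list holds 53 genes; 50 were tested, 50 changed in the listed direction without overlap of the replicates, and 49 had an unadjusted p below 0.05. DESeq2 called 12 genes on all 16 libraries, 7 with moderated fold changes and 18 with an empirical null in addition, and edgeR called 81 without the low-count filter. The 2 IR-10 dai libraries are far apart, and the result hinges on them. With replicate 2 omitted, replicate 1 stands alone and its distance from UnR is judged by the spread of other groups. Calls made only without IR-10 dai replicate 2, here and below, may therefore reflect that 1 library rather than infection.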

The GO terms, response to stimulus, metabolic process, single-organism process, cellular process, biological regulation, catalytic activity, binding, transferase activity and enzyme regulator activity, were the most enriched (Fig. 4).

#### General changes in the incompatible interaction

When considering both time points, the results generally showed changes in the expression of genes related to metabolism, cell wall architecture, transport, plant defense responses, transcription factors and hormone metabolism. The expression of some genes involved in cell wall architecture, including genes involved in cell wall degradation (polygalacturonase, xylan 1,4-beta-xylosidase, cell wall-associated hydrolase and expansin) and cell wall proteins (arabinogalactan peptide, glycine-rich proteins and proline-rich proteins) were altered (Additional file 4: Table S4). 

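These genes moved in both directions. At 4 dai 5 of 8 tested genes were higher and 3 lower in IR than in UnR (median log2FC 1.03), every one without overlap; at 10 dai 3 were higher and 5 lower (−0.12). The expansin gene Bv7_177120_onmk fell at 4 dai, from 1063 and 808 CPM to 409.7 and 469 (log2FC −1.09, standard error 0.31, edgeR adjusted p = 0.973). At 10 dai the glycine-rich structural protein gene Bv5_101330_sssk fell from 185 and 156 to 25.9 and 67.8 CPM (log2FC −1.86, standard error 0.56, edgeR adjusted p = 0.898). edgeR and DESeq2 on 16 libraries called 0 at both times, DESeq2 with moderated fold changes 4 and 0, against 5 and 2 genes below an unadjusted p of 0.05. Omitting IR-10 dai replicate 2 brings Bv5_101330_sssk to an edgeR adjusted p of 0.0325, and omitting IR-10 dai replicate 1 turns the 10 dai median to 0.33; it is −1.10 without IR-10 dai replicate 2.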

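For 10 transport genes of the functional table the IR against UnR comparison gave 9 higher and 1 lower at 4 dai, each without overlap, with a median log2FC of 1.04. A peptide transporter gene, Bv5_099100_rote, stood at 71.8 and 76.5 CPM in IR and 33 and 29.7 in UnR (log2FC 1.24, standard error 0.32, edgeR adjusted p = 0.973). The exception, Bv9_227390_sttt, stood at 21.3 and 17.5 and 59.2 and 57.4 (log2FC −1.59, standard error 0.70, edgeR adjusted p = 0.973). edgeR called 0 of 10, with 7 below an unadjusted p of 0.05 and 2 passing when adjusted over the list alone; DESeq2 on 16 libraries called 0 and with moderated fold changes 4. By 10 dai 8 of the 10 were lower in IR (median −0.44; −1.37 without IR-10 dai replicate 2 and −0.03 without IR-10 dai replicate 1), and 4 of them are called only if IR-10 dai replicate 2 is omitted.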

Several genes encoding transporters - amino acid transporter, sugar transporter, lipid transporters, peptide transporters, aquaporins, ABC transporters and ion transporters - were induced at 4 dai (Additional file 4: Table S4). 

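Among 37 defence, hormone and transcription factor genes of the functional table 34 were higher and 3 lower in IR than in UnR at 4 dai (median log2FC 1.05). Of the 34, 30 showed no overlap of the replicates. The 37 include the auxin, ABA, zinc finger and bZIP genes given below and 7 jasmonate genes, 6 of them lower at 10 dai. Over all 37, 15 were higher and 22 lower at 10 dai (−0.27, with −0.89 without IR-10 dai replicate 2 and 0.03 without IR-10 dai replicate 1). edgeR called 0 at both times, with 17 and 12 below an unadjusted p of 0.05; DESeq2 on 16 libraries called 1 and 2, DESeq2 with moderated fold changes 12 and 3. At 10 dai 13 of the 37 are called without IR-10 dai replicate 2, and 16 reverse when some library is omitted, against 4 at 4 dai.

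Single genes at 4 dai include a BURP gene, Bv8u_204560_xssm, at 302 and 199 CPM in IR and 90 and 77.4 in UnR (log2FC 1.58, standard error 0.33, edgeR adjusted p = 0.973), the only 1 of these genes called by DESeq2 on 16 libraries (adjusted p = 0.0358). PR1 (Bv9_228890_qpaf) had 138 and 178 against 39.5 and 61.1 CPM (log2FC 1.65, standard error 0.46, edgeR adjusted p = 0.973) and PR6 (Bv5_118910_mquo) 1037 and 1247 against 284 and 477 (log2FC 1.59, standard error 0.44, edgeR adjusted p = 0.973). The lignin-forming peroxidase gene Bv7_156750_ydsn had 83.7 and 249.6 against 48.2 and 63.1 (log2FC 1.58, standard error 0.44, edgeR adjusted p = 0.973), and the cell killing gene Bv1u_022310_dhrd 59.4 and 132 against 24.3 and 21.3 (log2FC 2.07, standard error 0.56, edgeR adjusted p = 0.973). Of the 3 BURP genes 1 was lower at 4 dai, and their median of 0.12 turns to −0.11 without UnR-4 dai replicate 1 and −0.49 without IR-4 dai replicate 2, and is 1.48 without UnR-4 dai replicate 2. All 3 were higher at 10 dai without overlap (median 2.08; 0.57 to 2.80 with 1 library omitted), 2 with an unadjusted p below 0.05; Bv4_089460_fiko rose from 59.1 and 50.2 to 382 and 81.3 CPM (log2FC 2.08, standard error 0.54, edgeR adjusted p = 0.898), and is called without IR-10 dai replicate 2 (0.00666).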

When focusing on plant defense response genes, proteinase inhibitor genes of the kunitz family trypsin and protease inhibitor proteins, defensin-like protein, lignin-forming anionic peroxidases, endochitinase, dirigent protein 23, BURP domain-containing proteins, PR1, PR6, CYSTM domain-containing proteins and a ‘cell killing protein’ showed up-regulation in the incompatible interaction. Also, two genes of the zinc finger TF family, and a gene encoding basic-leucine zipper (bZIP) TF were induced in the infected sugar beet roots (Additional file 4: Table S4). 

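All 3 were higher in IR-4 dai than in UnR-4 dai, with no overlap of the replicates (median log2FC 1.19, 0.77 without IR-4 dai replicate 2). Zinc finger gene Bv4_073850_kzht stood at 162 and 268 CPM against 88.6 and 101 (log2FC 1.19, standard error 0.36, edgeR adjusted p = 0.973), and Bv_51620_wcmq at 282 and 244 against 106 and 166 (log2FC 0.95, standard error 0.31, edgeR adjusted p = 0.973). The bZIP gene Bv2_026560_gnmo stood at 43 and 105 against 26.9 and 30.4 (log2FC 1.37, standard error 0.52, edgeR adjusted p = 0.973). edgeR and DESeq2 on 16 libraries called 0 of 3 while all 3 had an unadjusted p below 0.05, and DESeq2 with moderated fold changes called 1. At 10 dai 2 of the 3 were lower (median log2FC −0.45), and no omission leads to a call.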

The expression of three genes involved in IAA biosynthesis were up-regulated at 4 dai. 

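The table gives 3 auxin genes for this time, and each was higher in IR than in UnR without overlap. CPM values were 616 and 343 against 105 and 164 for Bv8_185980_oghw (log2FC 1.83, standard error 0.46, edgeR adjusted p = 0.973), 297 and 504 against 206 and 181 for Bv8_185190_pxks (log2FC 1.05, standard error 0.32, edgeR adjusted p = 0.973) and 165 and 204 against 79.4 and 78.7 for Bv8_185970_jksc (log2FC 1.22, standard error 0.59, edgeR adjusted p = 0.973). Later, at 10 dai, the median log2FC was −0.17, −0.43 without IR-10 dai replicate 2. Neither edgeR nor DESeq2 on 16 libraries called any of the 3 at 4 dai, 2 had an unadjusted p below 0.05, and DESeq2 with moderated fold changes called 2.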

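Another 3 genes are related to ABA. At 4 dai Bv1_005530_ggmn stood at 60.3 and 66.3 CPM in IR and 21.7 and 31.2 in UnR (log2FC 1.26, standard error 0.36, edgeR adjusted p = 0.973), and Bv1_007580_dean at 910.5 and 1315 and 419.5 and 658 (log2FC 1.05, standard error 0.55, edgeR adjusted p = 0.973). Bv_35390_ozzh stood at 10.1 and 9.84 CPM in IR-10 dai and 1.35 and 2.35 in UnR-10 dai (log2FC 2.41, standard error 0.53, edgeR adjusted p = 0.793), with a call once IR-10 dai replicate 2 is omitted (edgeR adjusted p = 0.0361). Each gene changed mainly at its own time; the median over the 3 was 1.05 at 4 dai and 0.04 at 10 dai, the latter −0.09 without UnR-10 dai replicate 2, −0.85 without IR-10 dai replicate 2 and 0.74 without IR-10 dai replicate 1. edgeR and DESeq2 on 16 libraries called 0 at both times, 1 gene had an unadjusted p below 0.05 at each, and DESeq2 with moderated fold changes called 1 and 0.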

Genes related to ABA (2 at 4 dai and 1 gene at 10 dai) were induced in the infected roots compared to the uninfected samples. Moreover, a JA-responsive gene was up-regulated at 4 dai while some JA-induced proteins were suppressed at 10 dai (Additional file 4: Table S4).

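The JA-responsive gene Bv6_151860_kxqm rose at 4 dai, from 14.4 and 10.4 CPM in UnR to 50.9 and 24.8 in IR (log2FC 1.60, standard error 0.43, edgeR adjusted p = 0.973). Of 7 jasmonate genes 6 were lower in IR at 10 dai, all 6 without overlap and with an unadjusted p below 0.05, and the median log2FC was −2.09. The JA-induced genes Bv_32080_dmix and Bv_32090_wiim fell from 168 and 149 to 22.2 and 21.4 CPM (log2FC −2.86, standard error 0.47, edgeR adjusted p = 0.245) and from 486 and 448 to 89.7 and 129 (log2FC −2.09, standard error 0.37, edgeR adjusted p = 0.245). edgeR called 0 of 7 at 10 dai, both DESeq2 settings called 2, and edgeR without IR-10 dai replicate 2 called 5, among them Bv_32080_dmix (adjusted p = 0.0223) and Bv_32090_wiim (0.017). At 4 dai 6 of the 7 had been higher (median 0.48, 0.24 without UnR-4 dai replicate 1).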

In addition, the expression of three genes containing a leucine-rich repeat (LRR) domain were up-regulated at 10 dai (Additional file 4: Table S4). 

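All 3 genes rose between UnR-10 dai and IR-10 dai without overlap of the replicates. Bv3_066270_goti went from 39.2 and 57 to 407 and 189 CPM (log2FC 2.63, standard error 0.74, edgeR adjusted p = 0.898), Bv_72260_jgpm from 1.35 and 1.18 to 29.6 and 7.65 (log2FC 3.83, standard error 1.05, edgeR adjusted p = 0.898) and Bv3_066280_zyst from 16.2 and 16.5 to 51.4 and 88.5 (log2FC 2.10, standard error 0.69, edgeR adjusted p = 0.898). edgeR called 0 and DESeq2 on 16 libraries 0, although all 3 had an unadjusted p below 0.05; DESeq2 with moderated fold changes called 1, or 3 with an empirical null. With IR-10 dai replicate 2 omitted Bv3_066270_goti and Bv_72260_jgpm are called (edgeR adjusted p = 0.0333 and 0.0259). At 4 dai the 3 were also higher in IR, with none below an unadjusted p of 0.05 (median log2FC 1.20, 0.24 without IR-4 dai replicate 2).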

The *Hs1*^*pro-1*^-gene was strongly expressed under both infected and uninfected conditions in the resistant cultivar.

### Comparison of the sugar beet transcriptome between compatible and incompatible interactions

Firstly, it should be mentioned that, since the genome of sugar beet has been sequenced only recently [1], there is no well-annotated genome available. Secondly, the sugar beet genotypes which were used in this study have a different genetic background making it challenging to compare their transcriptional response to BCN infection. Therefore, the transcriptome of two sugar beet cultivars was first compared in uninfected root systems at both time points, to elucidate general differences related to this varying genetic background. The results indicated that 236 genes were significantly differentially expressed between uninfected roots of the two sugar beet cultivars (UnR vs UnS) at 4 dai. 

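edgeR called 110 genes at 4 dai, 43 higher and 67 lower in UnR, with 1683 below an unadjusted p of 0.05. Of the 236 listed genes 230 were tested, 230 lay in the listed direction and 61 were called; 49 called genes are not on the list. DESeq2 on all 16 libraries called 266 genes and DESeq2 with moderated fold changes 305, while edgeR without the low-count filter called 516, the largest shift. Omission of a library lowers the count to 35 (UnS-4 dai replicate 1), 55 (UnS-4 dai replicate 2), 54 (UnR-4 dai replicate 1) or 23 (UnR-4 dai replicate 2).

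The extremes are genes almost silent in 1 cultivar, for which only a floor can be given. Bv4_086691z5332_eusu had no count in UnR and 54.9 and 16.1 CPM in UnS, at least 104-fold (edgeR adjusted p = 0.000729), called in 10 of 12 alternatives; DESeq2 with moderated fold changes did not call it, with an empirical null or without (0.175 at the highest). Bv7_156170_mmtx had none in UnR and 21.2 and 40.5 in UnS, at least 95.5-fold (edgeR adjusted p = 0.0248). Bv4_072700_nrry had none in UnS and 23.5 and 20.8 in UnR, at least 61.4-fold (edgeR adjusted p = 0.0255). These last 2 calls depend on single libraries: Bv7_156170_mmtx loses its own without UnS-4 dai replicate 1 (0.0578), UnS-4 dai replicate 2 (0.0813), UnR-4 dai replicate 1 (0.205) or UnR-4 dai replicate 2 (0.224), Bv4_072700_nrry without UnS-4 dai replicate 1 (0.195), UnS-4 dai replicate 2 (0.129), UnR-4 dai replicate 1 (0.0849) or UnR-4 dai replicate 2 (0.109).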

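At the later time edgeR called 80 genes between the uninfected cultivars, 37 higher and 43 lower in UnR, 34 of which were also called at 4 dai. Listed genes numbered 330 among those tested: 329 lay in the listed direction, 329 without overlap, 307 below an unadjusted p of 0.05 and 58 called. Other settings went higher, 235 with DESeq2 on 16 libraries, 444 with moderated fold changes and 498 with an empirical null in addition. Leaving out UnS-10 dai replicate 1 or 2 gave 38 or 28 calls, and UnR-10 dai replicate 1 or 2 gave 24 or 20. Bv_49330_wnai had no count in UnS and 43.2 and 41.5 CPM in UnR, at least 139-fold (edgeR adjusted p = 0.00123), and Bv9_230640_yngp none and 10.8 and 12.2, at least 37.6-fold (0.00299). Both calls hold in all 12 alternatives that tested them. Bv_36450_hfgc, with none and 17.6 and 2.94, at least 33.8-fold (edgeR adjusted p = 0.0309), is called in 6 of 12 alternatives and lost without UnS-10 dai replicate 1 (0.21), UnS-10 dai replicate 2 (0.267) or UnR-10 dai replicate 1 (0.308). A difference of this kind may reflect expression or the sequence of the other cultivar, which differs from the reference: of the 110 genes called at 4 dai 105 (95.5%) had the same direction in the 3 other comparisons of the cultivars, and a real expression difference would give the same.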

At 10 dai, the comparison of uninfected roots of the two cultivars (UnR vs UnS) led to the identification of 337 DEGs. Among them several genes, including examples encoding caffeoyl-CoA O-methyltransferase, dirigent proteins, chalcone synthases, tricetin 3′,4′,5′-O-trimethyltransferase, citrate synthase and endopeptidase inhibitors, showed higher expression in uninfected resistant plants compared to the susceptible plants at both time points (Additional file 5: Table S5). 

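The examples are 8 genes in the deposited table, and all 8 were higher in UnR at both times, 7 of them without overlap of the replicates (median log2FC 1.93 at 4 dai and 2.26 at 10 dai). edgeR called 2 and 1, with 7 and 7 below an unadjusted p of 0.05; DESeq2 on 16 libraries called 4 and 4, DESeq2 with moderated fold changes 7 and 7. The caffeoyl-CoA O-methyltransferase gene Bv_27230_dsst had 196 and 416 CPM against 37.3 and 25 at 4 dai (log2FC 3.30, standard error 0.58, edgeR adjusted p = 0.015) and 377 and 270.2 against 35 and 90.8 at 10 dai (log2FC 2.36, standard error 0.56, edgeR adjusted p = 0.0887). The endopeptidase inhibitor gene Bv_06500_pdgi had 538 and 438 CPM against 71.2 and 93 at 4 dai (log2FC 2.57, standard error 0.50, edgeR adjusted p = 0.0285) and 315 and 469 against 83 and 75.1 at 10 dai (log2FC 2.31, standard error 0.50, edgeR adjusted p = 0.0536). For the tricetin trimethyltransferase gene Bv1_002120_mede the values were 42.6 and 28.2 CPM against 6.47 and 13.6 at 4 dai (log2FC 1.81, standard error 0.48, edgeR adjusted p = 0.133) and 30.7 and 27.4 against 4.05 and 4.7 at 10 dai (log2FC 2.73, standard error 0.50, edgeR adjusted p = 0.0235). The citrate synthase gene Bv4_073730_ppqq had 8.09 and 13.6 CPM against 1.03 and 1.36 at 4 dai (log2FC 3.13, standard error 1.04, edgeR adjusted p = 0.281) and 29 and 31.4 against 1.42 and 0.408 at 10 dai (log2FC 5.00, standard error 1.06, edgeR adjusted p = 0.0532). Single omissions remove calls: Bv_27230_dsst at 4 dai without UnS-4 dai replicate 1 (0.134), UnS-4 dai replicate 2 (0.137) or UnR-4 dai replicate 2 (0.171), Bv_06500_pdgi at 4 dai without UnS-4 dai replicate 1 (0.314), UnS-4 dai replicate 2 (0.121), UnR-4 dai replicate 1 (0.147) or UnR-4 dai replicate 2 (0.122), and Bv1_002120_mede at 10 dai without UnS-10 dai replicate 1 (0.22), UnS-10 dai replicate 2 (0.235), UnR-10 dai replicate 1 (0.161) or UnR-10 dai replicate 2 (0.115).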

Using a similar comparison between infected plants of both cultivars (IR vs IS), 295 DEGs were found at 4 dai and 247 at 10 dai. Among these genes, a methyltransferase, phosphoinositide phosphatase SAC6, genes related to the phenylpropanoid pathway (such as caffeoyl-CoA O-methyltransferase and anthocyanin 3′-O-beta-glucosyltransferase), genes involved in signaling (including calcium-binding proteins, protein phosphatases 2C-type, protein phosphatase methylesterase and lactosylceramide 4-alpha-galactosyltransferase), F-box proteins, aquaporins, papain-like cysteine protease and some unknown genes that were highly induced in IR vs IS at 4, 10 or both time points (Additional file 5: Table S5).

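At 4 dai edgeR called 148 genes, 55 higher and 93 lower in IR, and 120 at 10 dai, 62 higher and 58 lower; 60 were called at both times. Listed and tested genes numbered 289 and 238, of which 287 and 237 lay in the listed direction and 96 and 86 were called. DESeq2 on 16 libraries called 451 and 359, DESeq2 with moderated fold changes 349 and 205, and edgeR without the low-count filter 850 and 557, the largest shift at both times apart from omissions. Omissions at 4 dai gave 276 (IS-4 dai replicate 1), 69 (IS-4 dai replicate 2), 31 (IR-4 dai replicate 1) and 43 (IR-4 dai replicate 2) calls. At 10 dai they gave 21 (IS-10 dai replicate 1), 24 (IS-10 dai replicate 2), 50 (IR-10 dai replicate 1) and 1339 (IR-10 dai replicate 2).

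At 4 dai the strongest differences were lower levels in IR: Bv7_168050_kxrp, 2025-fold (95% counting interval 363 to 80038) lower (edgeR adjusted p = 2.22e-05), a call kept in all 12 alternatives that tested it; Bv3_060970_mgpt, without counts in IR and at least 184-fold lower (0.00324); and Bv3u_069630_twjk (log2FC −10.10, edgeR adjusted p = 0.00429). The calls of Bv3_060970_mgpt and Bv3u_069630_twjk are lost without IR-4 dai replicate 1 (0.0705) or IR-4 dai replicate 2 (0.0615) and without IR-4 dai replicate 1 (0.143) or IR-4 dai replicate 2 (0.0928). At 10 dai Bv7_166090_rare had no count in IR, at least 45.1-fold lower (edgeR adjusted p = 0.00193) and called in all 12 alternatives that tested it. Calls of 2 other genes at this time depend on single libraries: Bv4_072700_nrry, without counts in IS and at least 67.2-fold higher in IR (edgeR adjusted p = 0.0255), fails without IS-10 dai replicate 1 (0.221) or IS-10 dai replicate 2 (0.243), and Bv2_036640_umss, without counts in IR and at least 29.5-fold lower (edgeR adjusted p = 0.0457), without IS-10 dai replicate 1 (0.223), IS-10 dai replicate 2 (0.162) or IR-10 dai replicate 1 (0.187).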

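The descriptions lead to 17 genes in the deposited table. In IR against IS 14 were higher and 3 lower at 4 dai (median log2FC 1.74) and 13 higher and 4 lower at 10 dai (1.61). edgeR called 4 and 3, with 13 and 10 below an unadjusted p of 0.05; DESeq2 on 16 libraries called 6 and 5, and with moderated fold changes 11 and 3.

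The methyltransferase gene Bv_21840_zgho had 51.8 and 52.9 CPM in IR and 2.38 and 0.756 in IS at 4 dai (log2FC 4.95, standard error 0.73, edgeR adjusted p = 0.00324, lost without IS-4 dai replicate 2 (0.0514)), and 91 and 45.5 and 0.499 and 0.22 at 10 dai, 181-fold (95% counting interval 61.5 to 879) higher (edgeR adjusted p = 0.000606). Its uninfected levels differed as well (log2FC 4.78 at 4 dai and 4.10 at 10 dai), so the cultivars part without the nematode too; at 10 dai IS was 6.08-fold (95% counting interval 1.82 to 31.8) lower than UnS. The SAC6 gene Bv7_170240_rmjw had 60.9 and 50.4 and 6.36 and 1.51 at 4 dai (log2FC 3.75, standard error 0.65, edgeR adjusted p = 0.0104) and 44.4 and 30.6 and 2.75 and 3.96 at 10 dai (log2FC 3.46, standard error 0.65, edgeR adjusted p = 0.022), with calls lost at 4 dai without IS-4 dai replicate 2 (0.0986) or IR-4 dai replicate 1 (0.0997) and at 10 dai without IS-10 dai replicate 1 (0.272), IS-10 dai replicate 2 (0.208) or IR-10 dai replicate 1 (0.0711). For Bv_27230_dsst log2FC values were 2.57 (edgeR adjusted p = 0.0443) and 2.66 (0.0426), lost without IS-4 dai replicate 1 (0.136), IR-4 dai replicate 1 (0.203) or IR-4 dai replicate 2 (0.181) and without IS-10 dai replicate 1 (0.182), IS-10 dai replicate 2 (0.478) or IR-10 dai replicate 1 (0.129). The phosphatase 2C gene Bv2u_047530_rwza (log2FC 2.18, standard error 0.54, edgeR adjusted p = 0.0731) and, at 10 dai, the aquaporin gene Bv5_103730_jecw (log2FC 1.61, standard error 0.47, edgeR adjusted p = 0.165) did not pass.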

To identify candidate genes related to the resistance, we compared the BCN-induced responses in both cultivars and looked for stronger or exclusive induction in resistant cultivar Nemakill. 

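A stronger response in Nemakill corresponds to the interaction of cultivar and infection. edgeR called 0 genes for it at 4 dai and 0 at 10 dai, with 848 and 941 below an unadjusted p of 0.05 and smallest adjusted p values of 0.113 and 0.146. The paper's interaction tables hold 100 and 21 genes; all were tested, all lay in the listed direction, and 99 and 21 had an unadjusted p below 0.05. DESeq2 called 29 and 7 on 16 libraries and 20 and 32 on the compared libraries, where its interaction was fitted without moderation. With an empirical null in addition the latter called 139 and 20. Without the low-count filter edgeR called 116 and 115. Omitting 1 library gave up to 25 calls at 4 dai (IS-4 dai replicate 1; 17 for UnR-4 dai replicate 1, 2 for UnS-4 dai replicate 1 and 1 for IR-4 dai replicate 1) and up to 398 at 10 dai (IR-10 dai replicate 2). A positive interaction can also arise from a fall in susceptible roots: of the 30 listed genes with a positive interaction at 4 dai, 30 were lower in IS and 25 higher in IR, with median log2FC values of −1.72 and 0.72.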

An aquaporin, bisphosphate carboxylase small chain, F-box protein, receptor-like protein kinase, trypsin inhibitor, galactono-1,4-lactone dehydrogenase, CASP-like protein, chitinase, and 16 unknown genes were highly induced in IR vs IS at 4 dai (6.89 ≥ log2FC ≥ 2.0, Additional file 6: Table S6). 

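The 8 named genes all had a positive interaction at 4 dai (median log2FC 3.00), 7 with an unadjusted p below 0.05. edgeR, DESeq2 on 16 libraries and DESeq2 on the compared libraries called 0 of 8, and the last with an empirical null called 8. In IR against IS itself all 8 were higher without overlap (median 2.37; 2 called by edgeR, 5 by DESeq2 on 16 libraries), and 8 of 8 were lower in IS than in UnS, whereas IR against UnR gave 7 higher, 1 lower and a median of 0.87 (0.33 without IR-4 dai replicate 1).

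The aquaporin gene Bv_24000_ughi had no count in IS-4 dai, 1.81 and 1.59 CPM in UnS, 7.03 and 4.87 in IR and 0.987 and 1.98 in UnR (interaction: edgeR adjusted p = 0.584; IR at least 12.8-fold over IS). The ribulose bisphosphate carboxylase gene Bv2_027380_hfxx was 71.8-fold (95% counting interval 12.6 to 2862) higher in IR than in IS, at 16 and 6.19 against 0 and 0.378 CPM (interaction: edgeR adjusted p = 0.705). For the receptor-like kinase gene Bv2_034220_ucxg the interaction was 3.85 (standard error 1.03, edgeR adjusted p = 0.527).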

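Interaction estimates at 10 dai were positive for all 10 named genes (median log2FC 3.48), each with an unadjusted p below 0.05. edgeR called 0, DESeq2 on 16 libraries 3 and DESeq2 on the compared libraries 9. In susceptible roots 10 of 10 were lower in IS than in UnS (median −2.32), while 8 were higher and 2 lower in IR than in UnR (1.5). IR against IS gave 9 higher and 1 lower (1.96, 1.21 without IR-10 dai replicate 1), with 2 called by edgeR. The nucleoredoxin gene Bv_13850_neac stood at 37.6 and 66.2 CPM in IR and 64.1 and 66 in UnR (interaction: log2FC 3.99, standard error 0.69, edgeR adjusted p = 0.166; IR against IS: log2FC 6.42, standard error 0.55, edgeR adjusted p = 7.35e-05, called in all 12 alternatives that tested it). Interactions were 3.25 for the heat shock gene Bv5u_121420_druz (edgeR adjusted p = 0.307), 3.20 for the DnaK gene Bv4_075840_xake (0.62) and 2.63 for the ethylene-responsive gene Bv_50650_ryod (0.871). Without IR-10 dai replicate 2 Bv_13850_neac, Bv5u_121420_druz and Bv4_075840_xake are called (edgeR adjusted p = 0.0261, 0.00231 and 0.015).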

Three putative disease resistance genes, three HSPs, a nucleoredoxin, ET-responsive transcription factor, multiprotein bridging factor 1, and one unknown gene were strongly induced in IR vs IS at 10 dai (6.02 ≥ log2FC ≥ 2.19, Additional file 6: Table S6). CYSTM domain-containing proteins, 14–3-3 protein, an ABC transporter, UDP-glucose flavonoid 3-O-glucosyltransferase and some unknown genes were also only induced in the infected resistant roots comparing to their controls. These genes could be responsible for the previously confirmed incompatible response of cultivar Nemakill [29, 31, 37, 38].

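The 6 named genes, 3 of them with a CYSTM domain, were higher in IR-4 dai than in UnR-4 dai without overlap (median log2FC 1.02), and 5 had an unadjusted p below 0.05. edgeR and DESeq2 on 16 libraries called 0 of 6, DESeq2 with moderated fold changes 3. Between IS-4 dai and UnS-4 dai 5 were higher and 1 lower (0.60; 0.02 without IS-4 dai replicate 2 and 0.96 without IS-4 dai replicate 1), with 1 below an unadjusted p of 0.05. The interaction, which tests whether the response differs between the cultivars, was positive for 5 and negative for 1, none below an unadjusted p of 0.05. Its median was 0.56, with 0.18 without IS-4 dai replicate 1 and 1.08 without IS-4 dai replicate 2. In detail, the 14-3-3 gene Bv6_136650_ctxx stood at 126 and 169.6 CPM in IR against 62.8 and 87.3 (log2FC 0.98, standard error 0.35, edgeR adjusted p = 0.973), the ABC transporter gene Bv2_042910_qptm at 122 and 142 against 41.3 and 62.8 (log2FC 1.35, standard error 0.38, edgeR adjusted p = 0.973), and the glucosyltransferase gene Bv6_135930_rrrh at 88.8 and 108 against 26.4 and 49.2 (log2FC 1.38, standard error 0.50, edgeR adjusted p = 0.973). In susceptible roots 3 of the 6 reverse when a library is omitted, and 1 is called without IS-4 dai replicate 1.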

### Validation of the transcriptome data

Quantitative real time-PCR (qRT-PCR) was performed to validate the mRNA-seq data. From the 10 initially selected genes, specific amplification was successful for six transcripts. The results of data analysis confirmed consistent expression patterns between the qRT-PCR and mRNA-seq data (Table 2).

**Table 2:** Expression profiles of six selected genes in the *Heterodera schachtii*-infected and uninfected sugar beet roots at 4 dai, as determined by qRT-PCR and mRNA-seq

Gene ID (RefBeet1.2)	Gene description	log2 fold change							
		UnR vs UnS		IR vs IS		IR vs UnR		IS vs UnS	
		qRT-PCR	mRNA-seq	qRT-PCR	mRNA-seq	qRT-PCR	mRNA-seq	qRT-PCR	mRNA-seq
BVRB_003160	Polymerase	0.57	0.06	3.11	3.14	1.15	0.91	−1.39	−0.65
BVRB_004820	Defense response	− 1.57	− 0.77	− 1.60	−1.61	−0.31	−0.77	−0.28	0.05
BVRB_3g067160	Binding to nucleic acid	−1.51	−2.21	−0.87	−1.55	0.92	0.03	4.23	3.70
BVRB_3g070680	Unknown	−1.97	−0.83	3.68	2.16	1.12	1.03	1.54	0.41
BVRB_4g093270	Unknown	1.70	0.98	−4.04	−2.67	−0.73	−0.06	4.98	1.86
BVRB_9g225900	Unknown	−0.55	0.40	8.20	3.34	0.43	0.07	−8.38	−5.23

*dai* days after infection, *UnR* uninfected resistant roots, *UnS* uninfected susceptible roots, *IR* infected resistant roots, *IS* infected susceptible roots

### Detection of *H. schachtii* transcripts in infected roots of sugar beets

Non-sugar beet mapped reads of the infected susceptible and resistant roots were further analyzed as explained in details in the Materials and Methods section. In total, 1707 transcripts of *H. schachtii* were identified from the infected samples. At early stage (4 dai), 342 and 469 genes were identified in the susceptible and in the resistant samples, respectively. At this time point, 211 nematode genes were common between both cultivars (Additional file 7: Table S7). At late stage (10 dai), 1321 and 901 nematode transcripts were identified in the susceptible and resistant samples, respectively. There were 323 common nematode genes between the cultivars (Additional file 7: Table S7).

Several nematode housekeeping genes including actin, tubulin, ubiquitin, ribosomal proteins, initiation and elongation factors and heat shock proteins were expressed in all infected sugar beet roots of both cultivars. Also, some genes involved in transport and lipid metabolism were identified. Among the transcripts, some genes encoding cell-wall degrading enzymes (cell wall-associated hydrolases and polygalacturonases) and peptidases (aspartic, metallo and serine) were detected (Additional file 7: Table S7).

Regarding to parasitism, genes encoding antioxidants such as thioredoxin-related transmembrane protein (in all treatments), superoxide dismutase (IS-10 dai and IR-10 dai), glutathione S-transferase (IS-10 dai and IR-10 dai), and cytochrome C-peroxidases were detected. In addition, several known or putative effector genes were found, including transcripts encoding cathepsin (one transcript in IS-4 dai, two transcripts in IR-4 dai, three transcripts in IS-10 dai and IR-10 dai), ubiquitin extension protein (IS-4 dai, IR-4 dai, IS-10 dai), 14–3-3 protein (one transcript in IS-4 dai, IR-4 dai and IR-10 dai and two transcripts in IS-10 dai), calreticulin (two transcripts in IR-4 dai, IS-10 dai and IR-10 dai), C-type lectins (two transcripts in IS-10 dai and IR-10 dai), transthyretin-like protein (five transcripts in IS10, three transcripts in IR10), esophageal gland cell secretory proteins (six transcripts in IS-10 dai and three transcripts in IR-10 dai), and uncharacterized putative effector proteins (two transcripts in IR-4 dai and IR-10 dai, three transcripts in IS-10 dai). A gene encoding an autophagy-related protein and one encoding a cold-shock-like protein were only detected in the resistant roots at both time points, suggesting that the nematodes are under stress in the incompatible interaction. Also, a gene encoding Bax inhibitor 1 protein, a cell death suppressor, was only detected in nematode transcripts of the infected resistant roots at 10 dai.

## Discussion

The global need for sugar, as one of the most important components of foods and drinks, is increasing rapidly. Sugar beet accounts for almost all sugar production in Europe and for over a quarter (30%) of the total world production. Among the factors that reduce the sugar beet yield, *H. schachtii* (BCN) is known as a major limiting factor, yet little is known about the interaction between sugar beet and BCN at the molecular level [36]. To increase our knowledge, transcriptome analyses were carried out using next generation sequencing (NGS) technology to investigate the compatible and incompatible sugar beet reaction to infection with *H. schachtii* and as a result in total about 443 million bp raw reads were acquired. We identified a large number of genes related to cell wall architecture, metabolism, nutrition, signal transduction, stress, defense responses and phytohormones, for which the expression was significantly altered upon BCN infection. Genes that are only up-regulated in the incompatible interaction but rather unaffected or even suppressed in the compatible interaction could potentially be related to the resistance response of sugar beet against BCN.

For example, three genes encoding CYSTM domain-containing proteins were up-regulated in the resistant roots of sugar beet upon BCN infection. It has been suggested that CYSTM proteins are part of a cellular protective mechanism against stress in eukaryotes, including humans [39]. 

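At 4 dai Bv3_064570_wgqm stood at 2796 and 2863 CPM in IR and 1120 and 1774 in UnR (log2FC 0.97, standard error 0.40, edgeR adjusted p = 0.973), Bv3_064590_wwcu at 188 and 239.5 CPM in IR and 112 and 93.5 in UnR (log2FC 1.05, standard error 0.47, edgeR adjusted p = 0.973), and Bv9_229210_chyh at 113 and 117 CPM in IR and 51.7 and 69.5 in UnR (log2FC 0.93, standard error 0.69, edgeR adjusted p = 0.973). Over both tools on all 16 libraries 0 of the 3 were called, 2 had an unadjusted p below 0.05, and DESeq2 with moderated fold changes called 1. At 10 dai 2 of the 3 were lower in IR (median log2FC −0.51; −1.29 without IR-10 dai replicate 2 and 0.01 without IR-10 dai replicate 1). In susceptible roots the same genes had a median of 0.38 at 4 dai (−0.02 without IS-4 dai replicate 2 and 0.92 without UnS-4 dai replicate 2), with 2 higher and 1 lower, and 0.01 at 10 dai (−0.04 without UnS-10 dai replicate 2 and −0.04 without IS-10 dai replicate 2). The paper proposes that genes raised only in the incompatible interaction could be linked to resistance, with these 3 as an example. The interaction at 4 dai was 0.59 for Bv3_064570_wgqm, 1.24 for Bv3_064590_wwcu and −0.15 for Bv9_229210_chyh, each with an edgeR adjusted p of 1. With 2 libraries per group these values neither show nor exclude a difference between the cultivars.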

The *PCC1* gene in Arabidopsis, belonging to this group, encodes an 81-amino acid protein, with a cysteine-rich domain that is involved in development and defense response to stresses including pathogens [40]. So far, the role of these genes in plant-nematode interactions has not been reported.

A gene encoding chitinase, was down-regulated early in the BCN-infected susceptible plants, while significantly up-regulated in the infected resistant plants. 

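The chitinase gene Bv3_053310_xtre had 38.5 and 47.8 CPM in IR-4 dai against 49.4 and 32.2 in UnR-4 dai (log2FC 0.08, standard error 0.35, edgeR adjusted p = 0.996). The sign depends on single libraries, with 0.42 without UnR-4 dai replicate 1, −0.19 without UnR-4 dai replicate 2, 0.19 without IR-4 dai replicate 1 and −0.08 without IR-4 dai replicate 2. IR-4 dai lay above IS-4 dai (log2FC 0.73, standard error 0.35, edgeR adjusted p = 0.379), and the interaction was 2.00 (standard error 0.50, edgeR adjusted p = 0.456). DESeq2 on 16 libraries called neither (adjusted p = 0.409 and 0.077), and no omission of a library leads to a call. The interaction is called in 3 of 19 alternatives, DESeq2 on the compared libraries with an empirical null (adjusted p = 0.00204) and the 2 forms of the paper's steps together. The first comparison and IR against IS are called in none of 15.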

Alteration of chitinase gene expression in different plants as a defense mechanism against nematodes has been reported [18, 41]. Guimaraes et al. [42] suggested a role of *AsCHI2* in the defence response of *Arachis stenosperma* to *Meloidogyne arenaria*.

In addition, a gene encoding SKIP23, an F-box protein containing a domain of unknown function (DUF295), was highly induced in the infected resistant plants compared to the susceptible plants at 4 dai. 

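The SKIP23 gene Bv9_219080_wgto had no count in either IS-4 dai library, 11.9 and 8.62 CPM in IR, 5.72 and 6.43 in UnR and 3.11 and 1.14 in UnS. IR was at least 22.1-fold above IS (edgeR adjusted p = 0.00855; DESeq2 on 16 libraries 0.000562), a call lost without IS-4 dai replicate 2 (0.0574) or IR-4 dai replicate 1 (0.0686). IS lay at least 4.41-fold below UnS, IR against UnR gave a log2FC of 0.76, and UnR stood above UnS without the nematode (log2FC 1.52). The interaction has an unadjusted p below 0.05 and an edgeR adjusted p of 0.496. It is called in 2 of 15 alternatives, edgeR without a low-count filter (0.0361) and DESeq2 on the compared libraries with an empirical null (0.00757).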

F-box proteins are components of SCF (Skp I, Cullin, and an F-box protein) ubiquitin-ligase (E3) complexes, which mediate ubiquitination and subsequent proteasomal degradation of target proteins. These proteins play diverse roles in different processes such as plant development [43–45], circadian clock regulation [46, 47], hormone perception and signaling [48–53], response to abiotic stresses [54–57] and plant-pathogen interactions [58–61]. The protein SKIP23 was found to interact with ASK1, a component of, for example, the strigolactone SCF receptor complex, [62, 63] and also with 14–3-3 proteins in Arabidopsis [64]. Interestingly, a nematode-derived transcript encoding a 14–3-3 protein was accumulating in the infected resistant roots compared to the controls. The role of the F-box protein SKIP23 in the resistance of sugar beet cultivar Nemakill seems likely although more investigations are needed to elucidate the exact role of this gene. On the other hand, a similar F-box protein with DUF295 domain (Ascorbic acid Mannose Pathway Regulator 1, AMR1) has been shown to be involved in modulating the expression of several genes in the ascorbate biosynthesis pathway in Arabidopsis [65]. Ascorbate is an important natural compound with high antioxidant activity. The main biosynthetic pathway of ascorbate in plants is the “Smirnoff-Wheeler” pathway [66], in which the last step is the oxidation of L-galactono-1,4-lactone to L-ascorbate by the enzyme *L-galactono-1,4-lactone dehydrogenase* (*GLDH*) in the mitochondria [67]. The here-observed suppression of the *GLDH* gene during the compatible interaction, but significant induction during an incompatible interaction at 4 dai confirms a potential role of ascorbate in resistance of sugar beet to *H. schachtii*. Similarly, [68] have shown a significant accumulation of ascorbic acid in roots of root knot nematode-resistant tomato cultivars upon nematode infection, but not in susceptible plants.

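In Nemakill the GLDH gene Bv9_215430_gwdj stood at 4 dai at 23.9 and 33.8 CPM in IR against 56.5 and 28.7 in UnR (log2FC −0.56, standard error 0.38, edgeR adjusted p = 0.973), and the estimate is −0.97 without UnR-4 dai replicate 2 and 2.61e-05 without UnR-4 dai replicate 1. IR-4 dai lay above IS-4 dai (log2FC 1.94, standard error 0.42, edgeR adjusted p = 0.0408), a call lost without IS-4 dai replicate 1 (0.0689), IS-4 dai replicate 2 (0.183), IR-4 dai replicate 1 (0.142) or IR-4 dai replicate 2 (0.24). For the interaction edgeR gave 2.04 (standard error 0.56, adjusted p = 0.553) and DESeq2 on 16 libraries an adjusted p of 0.188. It is called in 3 of 19 alternatives, DESeq2 on the compared libraries with an empirical null (adjusted p = 0.021) and the 2 forms of the paper's steps together (0.0192 at the lowest).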

Suppression of some genes involved in the phenylpropanoid pathway was observed in the susceptible cultivar, while several phenylpropanoid related genes were induced in the resistant cultivar, such as dirigent proteins, chalcone synthases, caffeoyl-CoA O-methyltransferase, anthocyanin 3′-O-beta-glucosyltransferase and UDP-glucose flavonoid 3-O-glucosyltransferase. This indicates the importance of this pathway in resistance of sugar beet against BCN. 

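The resistant side of this contrast covers 8 genes. IR-4 dai against UnR-4 dai gave 6 higher and 2 lower (median log2FC 0.66, 1 below an unadjusted p of 0.05; 0.25 without IR-4 dai replicate 1 and 1.04 without UnR-4 dai replicate 2), and at 10 dai 3 were higher and 5 lower (−0.30). edgeR and DESeq2 on 16 libraries called 0 at both times, DESeq2 with moderated fold changes 1 and 0; 1 gene is called by edgeR at 10 dai without IR-10 dai replicate 2. Much of the difference is present without infection: 7 of 8 were higher in UnR-4 dai than in UnS-4 dai (1.32, 1 called) and 7 of 8 in IR-4 dai than in IS-4 dai (1.72, 1 called). An example is the chalcone synthase gene Bv1u_021580_zsda, at 107 and 34.3 CPM in IR, 36.7 and 30.4 in UnR, 6.36 and 11.7 in IS and 6.73 and 10 in UnS (IR against IS: log2FC 2.98, standard error 0.71, edgeR adjusted p = 0.0643).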

Phenylpropanoids are a large class of secondary metabolites including SA, lignin, flavonoids, coumarins, lignans etc. [69]. Suppression of genes in this pathway has been previously observed in compatible plant-RKN interactions [18, 70], while induction was reported in compatible plant-CN or plant-migratory nematode interactions [18, 71].

Induction of a gene encoding a casparian strip membrane domain protein (CASP)-like protein, belonging to “uncharacterized protein family UPF0497” was detected in the infected resistant roots compared to the uninfected resistant plants and to the susceptible plants at 4 dai. 

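The CASP-like gene Bv_13380_edcp had 70.7 and 102 CPM in IR, 24.3 and 43 in UnR, 20.1 and 32.9 in IS and 25.1 and 58.9 in UnS at 4 dai. Against UnR the rise was uncalled (log2FC 1.36, standard error 0.68, edgeR adjusted p = 0.973), and so was the gap to IS (log2FC 1.71, standard error 0.69, edgeR adjusted p = 0.289). The interaction was 2.03 with a standard error of 0.96 (edgeR adjusted p = 1). DESeq2 on 16 libraries called none of the 3 differences, with adjusted p values of 1, 0.174 and 1. DESeq2 on the compared libraries, moderated except for the interaction, called the first 2, and all 3 with an empirical null. In edgeR neither direction nor call changes when a library is omitted.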

CASPs mediate Casparian strip formation, composed of a lignin polymer and acting as para-cellular barrier for selective nutrient uptake and stress resistance, also against nematodes [72]. It also plays a role in the activation of hormone signaling pathways [73–76].

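At the later stage the 2 lipoxygenase genes had log2FC values of −0.27 (Bv4_081780_xptr) and 0.24 (Bv4_081750_igyi) in IS against UnS, with no unadjusted p below 0.05, the former without overlap of the replicates. Bv4_081750_igyi turns to −0.22 without UnS-10 dai replicate 1 and is 0.94 without UnS-10 dai replicate 2. Their median of −0.01 turns to 0.36 without UnS-10 dai replicate 2 and 0.01 without IS-10 dai replicate 2. The bHLH genes parted, −0.97 and 1.56, with 1 of 2 below an unadjusted p of 0.05 and a median of 0.30 (−0.08 without UnS-10 dai replicate 1 and 0.80 without UnS-10 dai replicate 2). edgeR, DESeq2 on 16 libraries and DESeq2 with moderated fold changes called none of the 4 at 10 dai.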

Among the genes involved in hormone pathways, genes related to JA biosynthesis and responses such as lipoxygenases and bHLH TFs were up-regulated in the susceptible roots at early stage while their expression was not induced at later stage. Similarly, Kammerhofer et al. [17] reported up-regulation of genes related to JA biosynthesis early upon nematode inoculation. This induction could be related to a damage response caused by intracellular nematode penetration, or could be related to a plant defense response to nematode presence. Our experiments showed that upon foliar treatment of the susceptible sugar beets with MeJA, infection rates of J2s (at 4 dai) and the number of females (at 21 dai) were significantly lower compared to untreated plants. These results reveal the positive role of JA in systemic defense of sugar beet against *H. schachtii*.

In our transcriptome data, genes belonging to the ET pathway were generally suppressed in the susceptible plants, while ET-responsive TF were induced in the infected resistant roots at 10 dai. 

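In resistant roots at 10 dai the ethylene-responsive genes named for the interaction had these levels: Bv_50650_ryod stood at 119.9 and 105 CPM in IR and 92.1 and 76.2 in UnR (log2FC 0.42, edgeR adjusted p = 0.929), Bv8_200260_csqo at 58.5 and 63.4 and 57.9 and 77 (log2FC −0.15, edgeR adjusted p = 0.965). Bv8_200260_csqo turns to 0.07 without UnR-10 dai replicate 2 and is −0.34 without UnR-10 dai replicate 1. The median of the 3 genes in IS against UnS was 1.61 at 4 dai and −2.21 at 10 dai; the former drops to 0.20 without IS-4 dai replicate 2 and is 2.53 without UnS-4 dai replicate 2, and 2 of the 3 are called without IS-4 dai replicate 1.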

To investigate the role of ET in the defense response of sugar beet against BCN, we applied Eth on shoots of susceptible sugar beet plants and our results showed lower J2s infection and female development rates on Eth-treated plants compared to controls, although in one experiment the effect on female development was not significant. In contrast to our results, a higher infection rate at 24 hai and no significant differences in number of penetrating BCN J2s and female counts in Eth-treated Arabidopsis roots has been reported [17]. Indeed, contradictory roles of ET in nematode attraction, feeding site formation and development, and plant defense have been reported [17, 20, 24, 77–83], probably because of its pleiotropic role in development and defense [84]. Taken together, it seems likely that ET is playing a role in defense of sugar beet against BCN but further investigations are needed to reveal the exact role of ET at different stages of nematode and feeding site development and plant defense.

Regarding to the presence of the *Hs1*^*pro-1*^ gene in the resistant cultivar, the expression level of this gene was assessed and our analysis showed that the gene was highly expressed under both infected and non-infected conditions in the resistant cultivar. In addition, three other putative disease resistance genes, two genes with LRR and the other one with LRR and NBS-ARC domains, were significantly induced in the BCN-infected resistant roots compared to the uninfected resistant or infected susceptible roots at 10 dai. These data reveal a potential activation of an R-gene complex in the Nemakill cultivar upon BCN infection.

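Between the infected cultivars at 10 dai all 3 genes were higher in IR without overlap of the replicates and with an unadjusted p below 0.05. Levels in IS-10 dai were 17.5 and 5.72 CPM for Bv3_066270_goti (log2FC 4.69, standard error 0.82, edgeR adjusted p = 0.0141), 3 and 1.1 for Bv_72260_jgpm (log2FC 3.17, standard error 1.01, edgeR adjusted p = 0.207) and 12.7 and 11.9 for Bv3_066280_zyst (log2FC 2.51, standard error 0.70, edgeR adjusted p = 0.137). edgeR called 1 of 3, DESeq2 on 16 libraries 2 and DESeq2 with moderated fold changes 3. The call of Bv3_066270_goti is lost without IS-10 dai replicate 1 (0.0932) or IS-10 dai replicate 2 (0.243), and Bv_72260_jgpm is called without IR-10 dai replicate 2 (edgeR adjusted p = 0.0342).

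In uninfected roots the order was the reverse, with all 3 lower in UnR than in UnS at 10 dai (median log2FC −1.21, none called; −2.05 without UnS-10 dai replicate 2 and 0.99 without UnS-10 dai replicate 1). In susceptible roots they were lower in IS than in UnS at 10 dai (median −1.76; Bv3_066270_goti: log2FC −2.84, standard error 0.77, edgeR adjusted p = 0.88). This depends on 1 library: without UnS-10 dai replicate 1 the median is −0.77, Bv3_066270_goti is at −1.07 and Bv3_066280_zyst turns to 0.66. The interaction was 5.47 for Bv3_066270_goti (edgeR adjusted p = 0.307, 0.0197 without IR-10 dai replicate 2), 5.59 for Bv_72260_jgpm (0.871, 0.0372 without the same library) and 3.71 for Bv3_066280_zyst (0.871); these were called in 7, 6 and 3 of 19 alternatives. The paper proposes these genes as candidates for resistance; how far a fall in susceptible roots contributes to the difference is left open by that dependence.

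**Figure D2:**
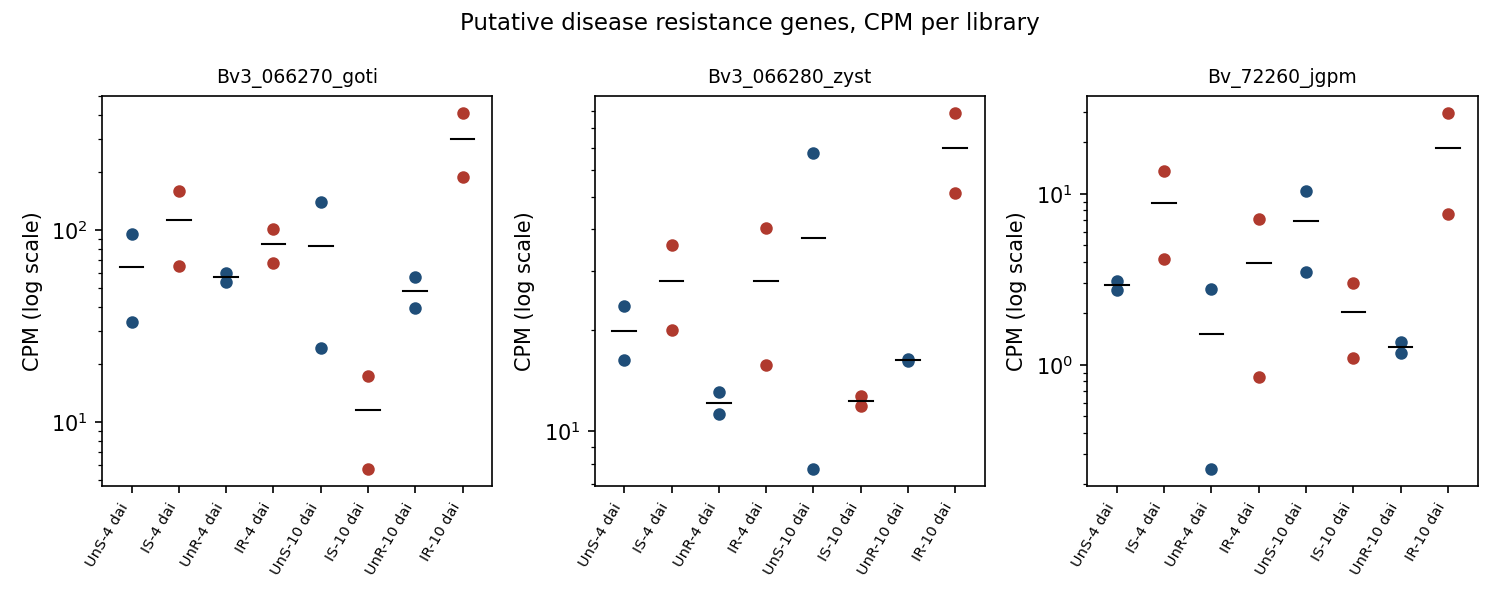
CPM of the 3 putative disease resistance genes in each of the 16 libraries, on a logarithmic scale. Red points are infected and blue points uninfected libraries, and black lines mark the mean of the 2 libraries of a group.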

## Conclusions

This study is the first transcriptome analysis of sugar beet in compatible and incompatible interactions with *H. schachtii* and increases our knowledge of the molecular mechanisms underlying BCN resistance in sugar beet. A large number of DEGs, including many important genes playing potential roles in susceptibility or resistance of sugar beet against BCN were identified. In addition, several genes encoding nematode effectors were identified and some of them were only detected in the resistant roots, suggesting a potential role as *avirulence *(*avr*) protein that needs to be further elucidated. The effective role of application of jasmonate and ethylene in enhancing the basal defense response of sugar beet against BCN was showed. The results of this research extend our knowledge about plant-nematode interactions and can be used for breeding programs targeting BCN resistance in sugar beet.

## Methods

### Plant material and nematode infection

Seeds of a susceptible sugar beet line (7112*SB36, Sugar Beet Seed Institute (SBSI), Iran) and a resistant cultivar (Nemakill, Syngenta) were used in this study. Presence of the *Hs1*^*pro-1*^ gene was confirmed in Nemakill by PCR amplification and Sanger sequencing (genbank accession number MT845291). The susceptible cultivar does not contain this gene. Sugar beet seeds were germinated on sterile soil for 3 days at 28 °C. The seedlings were transferred to SAP substrate (Sand Absorbent Polymer [85];) and were kept in a growth chamber at 25 ± 2 °C, with 16 h light/8 h darkness. A pure population of *H. schachtii* that originated from one cyst was multiplied on a susceptible sugar beet cultivar (Jolgeh, SBSI, Iran) in sterile potting soil under the same conditions. The J2s were harvested from cysts that were soaked in 3 mM ZnCl_2_ to stimulate hatching. Fifteen-day-old roots of the sugar beet plants were inoculated with 300 fresh J2s of *H. schachtii*. Control plants were mock-inoculated with water. Whole root tissue of infected and control plants was collected at two time points, 4 (early stage) and 10 (late stage) dai, were then washed in water, immediately frozen in liquid nitrogen and stored at − 80 °C until RNA extraction. For each time point, two independent biological replicates were collected and each replicate consisted of a pool of six individual plants.

### RNA isolation, library preparation, and sequencing

Total RNA was extracted from whole roots of infected and uninfected plants at 4 and 10 dai with the RNeasy Plant Mini Kit (Qiagen) according to the manufacturer’s protocol, with an additional sonication step for 30 s after addition of buffer RLT. The quantity and quality of each RNA sample was evaluated using a NanoDrop 2000c (Thermo Fisher Scientific, Belgium). For each sample, 2 μg of total RNA was used for library preparation using QuantSeq 3′ mRNA-Seq Library Prep Kit (Lexogen) as following: an oligodT primer containing an Illumina-compatible linker sequence at its 5′ end was hybridized to the RNA and reverse transcription was performed. After first strand synthesis, the RNA was removed and second strand synthesis was initiated by random priming and a DNA polymerase. The random primer also contained an Illumina-compatible linker sequence at its 5′ end. The second strand synthesis was followed by a magnetic bead-based purification step. Amplification of libraries was performed, and addition of barcodes was executed during the PCR amplification step. In the final step, the double-stranded libraries were purified by magnetic beads to remove all reaction components. Quality of the libraries was confirmed using an Agilent Bioanalyzer 2100. After cluster generation, 16 libraries were sequenced on a NextSeq 500 Illumina sequencing platform to produce single-end 76 bp reads. The samples were multiplexed to minimize lane effects. Library construction and sequencing were carried out by the NXTGNT sequencing center (Ghent University, Belgium).

### mRNA-Seq data analysis

A summary of the data-analytical pipeline is shown in Fig. 5. For each sample, sequencing data quality was assessed by FastQC [86]. Trimmomatic [87], with a 5-base sliding window, was used to improve data quality: Bases with a phred score lower than 20 were trimmed, and reads shorter than 40 nt were removed. The trimmed reads from each sample were aligned to the *Beta vulgaris subsp. vulgaris* reference genome (Refbeet1.1, [1]) using the STAR software [88]. Reads that did not map on the sugar beet genome, were kept aside to identify nematode transcripts (see ‘Detection of nematode transcripts in infected root samples’). Transcriptome size was calculated as the sum of the lengths of all primary transcripts.

**Fig. 5:**
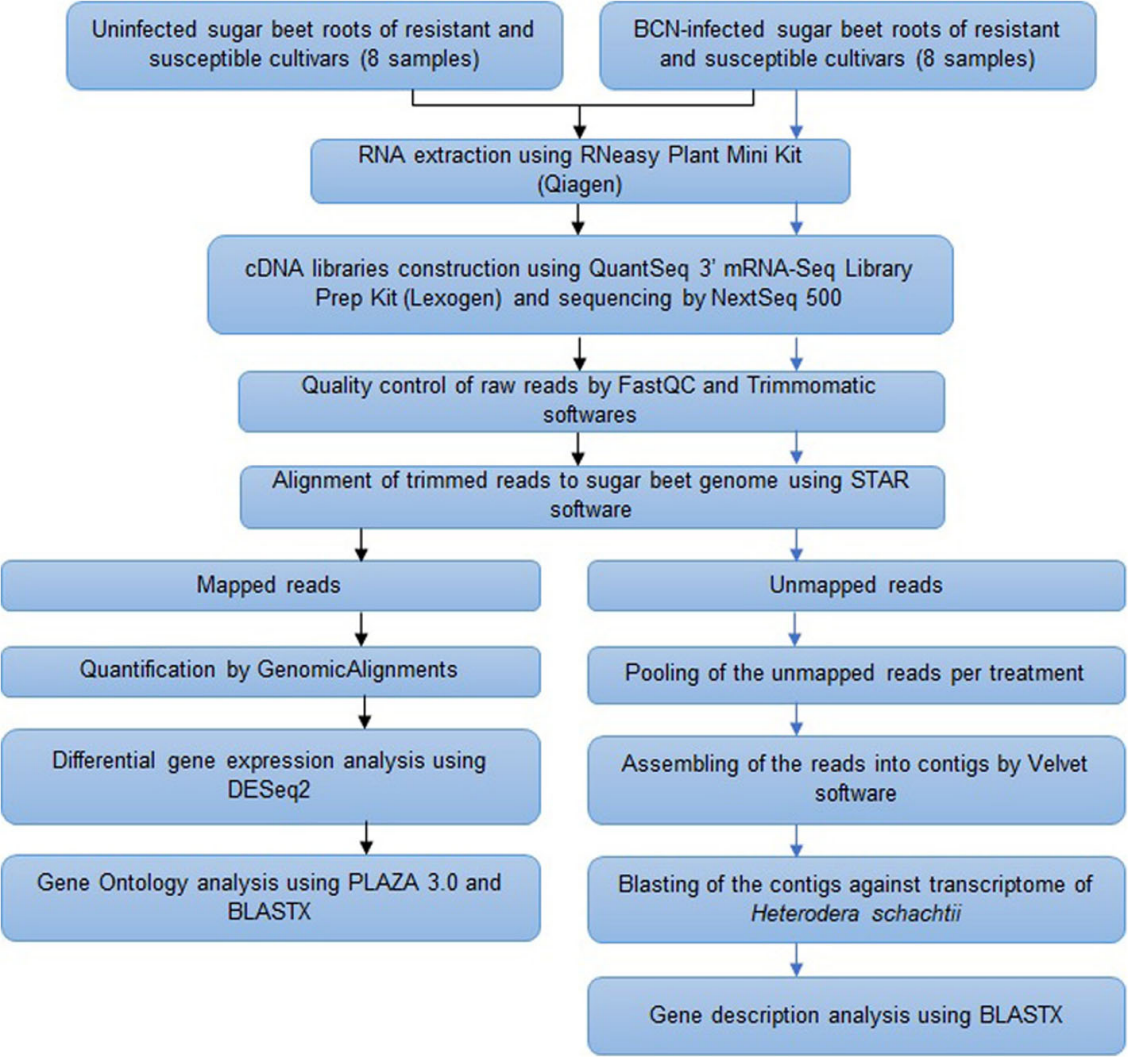
Overview of the mRNA-seq analysis pipeline

The number of trimmed reads mapped to each annotated gene per condition was counted using the summarizeOverlaps functions of the GenomicAlignments R package [89]. A gene was considered to be expressed if it had a raw count value higher than 1 in both replicates of each condition. The reads were normalized and differentially expressed genes (DEGs) were identified using the R-package ‘DESeq2’ [90]. In this software, the counts are divided by sample-specific size factors determined by median ratio of gene counts relative to geometric mean per gene. Empirical null modelling was performed using the fdrtool package (version 1.2.15) using the Wald statistic from DESeq2 as input [91]. Adjusted *P*-values for each estimate of False Discovery Rates (FDRs) were calculated using the Benjamin-Hochberg algorithm. Transcripts were considered to be significant DEGs when the adjusted *P*-value was < 0.05. For each time point, the expression level of each transcript in the infected samples was compared to the controls, moderated log_2_-transformed fold-changes (FC) values were further used throughout this study.

### Gene ontology analysis

Gene Ontology (GO) analysis was performed using PLAZA 3.0 (https://bioinformatics.psb.ugent.be/plaza/versions/plaza_v3_dicots/). PLAZA contains information about structural and functional annotation, gene families, protein domains, etc. in plants [92]. Using the PLAZA 3.0 tool, differentially expressed transcripts were assigned to GO categories and functionally annotated. Genes without annotation in PLAZA 3.0 were BLASTX-ed against the non-redundant protein sequences using NCBI online blast service (E-value <1e-5).

### qRT-PCR validation

Based on the mRNA-seq results, 10 genes were selected for validation. Gene-specific primers were designed using Primer3 (http://bioinfo.ut.ee/primer3-0.4.0/) and ApE v2.0.49.10 softwares. Glyceraldehyde 3-phosphate dehydrogenase, *BvGAPDH*, was used as reference gene [93, 94]. For qRT-PCR, independent samples of the susceptible and resistant plants at 4 dai were harvested for RNA-extraction. All reactions were done with two biological and three technical replicates. A total of 2 μg of each RNA sample was treated with 2 U of DNaseI enzyme (Thermofisher). The cDNA synthesis was performed using 200 U of Tetro Reverse Transcriptase enzyme and Oligo (dT)_18_ primer (Tetro cDNA Synthesis kit, Bioline, Germany) according to the manufacturer’s protocol. Quantitative real-time PCR was performed using SensiMix™ SYBR NO-ROX (Bioline, Germany) on a CFX connect real-time PCR machine (Biorad, USA) as following: 10 min of initial denaturation at 95 °C and 40 amplification cycles (25 s at 95 °C, 25 s at 58 °C and 20 s at 72 °C). After the last step, specificity was tested using a melting curve by gradually increasing the temperature to 95 °C. Data were analyzed using Rest 2009 [93]. The expression level of all genes was normalized using the internal control *BvGAPDH* and the relative expression level of target genes was calculated using 2^-ΔΔCt^ method [94]. All primers used in this study are listed in Additional file 8: Table S8.

### Detection of nematode transcripts in infected root samples

The unmapped reads of replicates of each cultivar at each time point were pooled and assembled into contigs using the Velvet software (version 1.2.10 [95];). The contigs were blasted against the transcriptome of *H. schachtii* [96] and those contigs with a bit score higher than 50 were considered as transcripts of *H. schachtii*. BLASTX was performed against the non-redundant protein sequences using NCBI online blast service (E-value <1e-5).

### Chemical treatments and statistical analyses

The susceptible sugar beet line (7112*SB36) was used. Seedlings were transferred to sterile soil in polyvinyl-chloride (PVC) tubes and further grown at the same conditions as described above. Solutions of methyl jasmonate (MeJA, 100 μM, Sigma-Aldrich), or ET-generator ethephon (Eth, 500 μM, Sigma-Aldrich) were prepared in distilled water containing 0.02% (v/v) Tween 20 as surfactans. Leaves of two-week-old sugar beet plants were sprayed with vaporizers until run off with a fine mist of either compound. For control plants, distilled water containing 0.02% (v/v) Tween 20 was applied. One day after chemical treatments, roots of sugar beet plants were inoculated with 300 fresh J2s, as described in previous steps. The infection level of the plants was evaluated at 4 and 21 dai by counting the number of J2s and females, respectively. To visualize the J2s, roots were stained with acid fuchsin at 4 dai [22]. Ten plants per treatment were included in each experiment and all experiments were independently repeated three times.

Statistical analyses were done using SPSS Statistics V22.0 software. After confirming normality and homoscedasticity of the data, one-way ANOVA and Duncan‘s multiple range test were applied to test for significant differences between the treatments (*P* < 0.05).

## Supplementary information

**Additional file 1 Table S1.** Significant differentially expressed genes (DEGs) of sugar beet in the compatible sugar beet-beet cyst nematode (BCN) interaction.

**Additional file 2 Table S2.** Significant sugar beet DEGs related to cell wall architecture, metabolism, developmental process, transport, defense response, hormone metabolism and transcription factors in the compatible sugar beet- BCN interaction.

**Additional file 3 Table S3.** Significant sugar beet DEGs in the incompatible sugar beet- BCN interaction.

**Additional file 4 Table S4.** Significant differentially expressed sugar beet genes related to cell wall architecture, transport, defense response, hormone metabolism and transcription factors in the incompatible sugar beet- BCN interaction.

**Additional file 5 Table S5.** Significant DEGs in comparison of resistant and susceptible sugar beet cultivars in uninfected and BCN-infected conditions.

**Additional file 6 Table S6.** Sugar beet genes that show a differential response to BCN infection when comparing the resistant and susceptible cultivar. Statistical significance was evaluated in DESeq2 by evaluating significant interaction between infections status and sugar beet variety.

**Additional file 7 Table S7.** Transcripts derived from beet cyst nematode (BCN) genes detected during the compatible and incompatible interaction with sugar beet.

**Additional file 8 Table S8.** Primer sequences of sugar beet genes used for qRT-PCR expression analysis.

## Data Availability

The partial sequence of the *Hs1*^*pro-1*^ gene from sugar beet cultivar Nemakill has been deposited at the GenBank database with accession number MT845291. The mRNA datasets generated during the current study are available at the NCBI Gene Expression Omnibus (GEO) under the accession number GSE135555. The *Beta vulgaris subsp. vulgaris* reference genome and the transcriptome of *H. schachtii* were obtained from the http://bvseq.boku.ac.at/Genome/Download/RefBeet-1.1/ and https://www.ncbi.nlm.nih.gov/sra/?term=SRX381021, respectively.

## Abbreviations

BCN: Beet cyst nematode
dai: Days after inoculation
DEG: Differentially expressed gene
ET: Ethylene
Eth: Ethephon
IS: Infected susceptible roots
IR: Infected resistant roots
JA: Jasmonic acid
MeJA: Methyl jasmonate
qRT-PCR: Quantitative real time-PCR
TF: Transcription factor
UnR: Uninfected resistant roots
UnS: Uninfected susceptible roots

## References

[1] Dohm JC, Minoche AE, Holtgrawe D, Capella-Gutierrez S, Zakrzewski F, Tafer H, Rupp O, Sorensen TR, Stracke R, Reinhardt R (2014). The genome of the recently domesticated crop plant sugar beet (*Beta vulgaris*). Nature..

[2] Food and Agriculture Organization of the United Nations. FAOSTAT Statistical Database. [Rome] [http://www.fao.org/faostat/en ].

[3] Abad P, Gouzy J, Aury JM, Castagnone-Sereno P, Danchin EG, Deleury E, Perfus-Barbeoch L, Anthouard V, Artiguenave F, Blok VC (2008). Genome sequence of the metazoan plant-parasitic nematode *Meloidogyne incognita*. Nat Biotechnol.

[4] Schmidt A (1871). About the beet nematode. Zollverein..

[5] Schacht H (1859). Über einige Feinde der Rübenfelder. Zeitschrift Vereines Rübenzucker-Industrie Zollverein.

[6] Biancardi E, McGrath JM, Panella LW, Lewellen RT, Stevanato P. Sugar beet. In: Root and tuber crops. New York: Springer-Verlag; 2010. p. 173–219.

[7] Franklin MT. *Heterodera schachtii*. In: C.I.H. Descriptions of Plant Parasitic Nematodes. Wallingford CAB international, n.d. St. Albans: Commonwealth Institute of Helminthology; 1972. p. 4.

[8] Wyss U, Grundler FMW (1992). Feeding behavior of sedentary plant parasitic nematodes. Neth J Plant Pathol.

[9] Hussey RS, Grundler FM. Nematode parasitism of plants. In: Perry RN, Wright DJ, editors. The Physiology and Biochemistry of Free-living and Plant-parasitic nematodes. 1st ed. Wallingford: CABI publishing; 1998. p. 213–43.

[10] Ali S, Magne M, Chen S, Cote O, Stare BG, Obradovic N, Jamshaid L, Wang X, Belair G, Moffett P (2015). Analysis of putative apoplastic effectors from the nematode, *Globodera rostochiensis*, and identification of an expansin-like protein that can induce and suppress host defenses. PLoS One.

[11] Bekal S, Niblack TL, Lambert KN (2003). A chorismate mutase from the soybean cyst nematode *Heterodera glycines* shows polymorphisms that correlate with virulence. Mol Plant-Microbe Interact.

[12] Jaouannet M, Magliano M, Arguel MJ, Gourgues M, Evangelisti E, Abad P, Rosso MN (2013). The root-knot nematode calreticulin mi-CRT is a key effector in plant defense suppression. Mol Plant-Microbe Interact.

[13] Mitreva-Dautova M, Roze E, Overmars H, de Graaff L, Schots A, Helder J, Goverse A, Bakker J, Smant G (2006). A symbiont-independent endo-1,4-beta-xylanase from the plant-parasitic nematode *Meloidogyne incognita*. Mol Plant-Microbe Interact.

[14] Qin L, Kudla U, Roze EH, Goverse A, Popeijus H, Nieuwland J, Overmars H, Jones JT, Schots A, Smant G (2004). Plant degradation: a nematode expansin acting on plants. Nature..

[15] Rosso M-N, Grenier E. Other nematode effectors and evolutionary constraints. In: Genomics and molecular genetics of plant-nematode interactions. The Netherlands: Springer; 2011. p. 287–307.

[16] Ji H, Kyndt T, He W, Vanholme B, Gheysen G (2015). Beta-Aminobutyric acid-induced resistance against root-knot nematodes in Rice is based on increased basal defense. Mol Plant-Microbe Interact.

[17] Kammerhofer N, Radakovic Z, Regis JM, Dobrev P, Vankova R, Grundler FM, Siddique S, Hofmann J, Wieczorek K (2015). Role of stress-related hormones in plant defence during early infection of the cyst nematode *Heterodera schachtii* in Arabidopsis. New Phytol.

[18] Kyndt T, Denil S, Haegeman A, Trooskens G, Bauters L, Van Criekinge W, De Meyer T, Gheysen G (2012). Transcriptional reprogramming by root knot and migratory nematode infection in rice. New Phytol.

[19] Wubben MJ, Jin J, Baum TJ (2008). Cyst nematode parasitism of *Arabidopsis thaliana* is inhibited by salicylic acid (SA) and elicits uncoupled SA-independent pathogenesis-related gene expression in roots. Mol Plant-Microbe Interact.

[20] Wubben MJ, Su H, Rodermel SR, Baum TJ (2001). Susceptibility to the sugar beet cyst nematode is modulated by ethylene signal transduction in *Arabidopsis thaliana*. Mol Pant-Microbe Interact.

[21] Cooper WR, Jia L, Goggin L (2005). Effects of jasmonate-induced defenses on root-knot nematode infection of resistant and susceptible tomato cultivars. J Chem Ecol.

[22] Nahar K, Kyndt T, Nzogela YB, Gheysen G (2012). Abscisic acid interacts antagonistically with classical defense pathways in rice-migratory nematode interaction. New Phytol.

[23] Soriano IR, Asenstorfer RE, Schmidt O, Riley IT (2004). Inducible flavone in oats (Avena sativa) is a novel defense against plant-parasitic nematodes. Phytopathology..

[24] Goverse A, Overmars H, Engelbertink J, Schots A, Bakker J, Helder J (2000). Both induction and morphogenesis of cyst nematode feeding cells are mediated by auxin. Mol Plant-Microbe Interact.

[25] Hermsmeier D, Hart JK, Byzova M, Rodermel SR, Baum TJ (2000). Changes in mRNA abundance within *Heterodera schachtii*-infected roots of *Arabidopsis thaliana*. Mol Plant-Microbe Interact.

[26] Puthoff DP, Nettleton D, Rodermel SR, Baum TJ (2003). Arabidopsis gene expression changes during cyst nematode parasitism revealed by statistical analyses of microarray expression profiles. Plant J.

[27] Szakasits D, Heinen P, Wieczorek K, Hofmann J, Wagner F, Kreil DP, Sykacek P, Grundler FM, Bohlmann H (2009). The transcriptome of syncytia induced by the cyst nematode *Heterodera schachtii* in Arabidopsis roots. Plant J.

[28] Doré C, Varoquaux F (2006). Histoire et amélioration de cinquante plantes cultivées.

[29] Pylypenko L, Kalatur K (2015). Breeding and usage of sugar beet cultivars and hybrids resistant to sugar beet nematode Heterodera schachtii. Agricult Sci Pract.

[30] Pylypenko L, Kalatur K, Hallmann J (2016). Sugar beet nematode Heterodera schachtii distribution and harmfulness in Ukraine. Agricult Sci Pract.

[31] Schlang J (1999). Keine Chance für Nematoden. DLZ-Agrarmagazin..

[32] Cai D, Kleine M, Kifle S, Harloff H-J, Sandal NN, Marcker KA, Klein-Lankhorst RM, Salentijn EM, Lange W, Stiekema WJ (1997). Positional cloning of a gene for nematode resistance in sugar beet. Science..

[33] Capistrano GGG (2010). A candidate sequence for the nematode resistance gene Hs1–2 in sugar beet.

[34] Jäger S (2013). Hybrid assembly of whole genome shotgun sequences of two sugar beet (*Beta vulgaris* L.) translocation lines carrying the beet cyst nematode resistance gene Hs1–2 and functional analysis of candidate genes.

[35] Yu MH, Steele AE (1981). Host-parasite interaction of resistant Sugarbeet and Heterodera schachtii. J Nematol.

[36] Samuelian S, Kleine M, Ruyter-Spira CP, Klein-Lankhorst RM, Jung C (2004). Cloning and functional analyses of a gene from sugar beet up-regulated upon cyst nematode infection. Plant Mol Biol.

[37] Doré C, Varoquaux F: Histoire et amélioration de cinquante plantes cultivées. : Quae; 2006.

[38] Ghaemi R, Pourjam E, Safaie N, Mahmoudi SB, Mehrabi R (2018). Evaluation of sugar beet cultivars resistance to beet cyst nematode under in vitro conditions. J Sugar Beet.

[39] Venancio TM, Aravind L (2010). CYSTM, a novel cysteine-rich transmembrane module with a role in stress tolerance across eukaryotes. Bioinformatics..

[40] Mir R, Leon J (2014). Pathogen and circadian controlled 1 (PCC1) protein is anchored to the plasma membrane and interacts with subunit 5 of COP9 signalosome in Arabidopsis. PLoS One.

[41] Li R, Rashotte AM, Singh NK, Lawrence KS, Weaver DB, Locy RD (2015). Transcriptome Analysis of Cotton (*Gossypium hirsutum* L.) Genotypes That Are Susceptible, Resistant, and Hypersensitive to Reniform Nematode (*Rotylenchulus reniformis*). PLoS One.

[42] Guimaraes PM, Guimaraes LA, Morgante CV, Silva OB, Araujo AC, Martins AC, Saraiva MA, Oliveira TN, Togawa RC, Leal-Bertioli SC (2015). Root Transcriptome analysis of wild Peanut reveals candidate genes for nematode resistance. PLoS One.

[43] Durfee T, Roe JL, Sessions RA, Inouye C, Serikawa K, Feldmann KA, Weigel D, Zambryski PC (2003). The F-box-containing protein UFO and AGAMOUS participate in antagonistic pathways governing early petal development in Arabidopsis. Proc Natl Acad Sci U S A.

[44] Gonzalez-Carranza ZH, Rompa U, Peters JL, Bhatt AM, Wagstaff C, Stead AD, Roberts JA (2007). Hawaiian skirt: an F-box gene that regulates organ fusion and growth in Arabidopsis. Plant Physiol.

[45] Samach A, Klenz JE, Kohalmi SE, Risseeuw E, Haughn GW, Crosby WL (1999). The UNUSUAL FLORAL ORGANS gene of Arabidopsis thaliana is an F-box protein required for normal patterning and growth in the floral meristem. Plant J.

[46] Baudry A, Ito S, Song YH, Strait AA, Kiba T, Lu S, Henriques R, Pruneda-Paz JL, Chua NH, Tobin EM (2010). F-box proteins FKF1 and LKP2 act in concert with ZEITLUPE to control Arabidopsis clock progression. Plant Cell.

[47] Imaizumi T, Tran HG, Swartz TE, Briggs WR, Kay SA (2003). FKF1 is essential for photoperiodic-specific light signalling in Arabidopsis. Nature..

[48] Binder BM, Walker JM, Gagne JM, Emborg TJ, Hemmann G, Bleecker AB, Vierstra RD (2007). The Arabidopsis EIN3 binding F-box proteins EBF1 and EBF2 have distinct but overlapping roles in ethylene signaling. Plant Cell.

[49] Dill A, Thomas SG, Hu J, Steber CM, Sun TP (2004). The Arabidopsis F-box protein SLEEPY1 targets gibberellin signaling repressors for gibberellin-induced degradation. Plant Cell.

[50] Kepinski S, Leyser O (2005). The Arabidopsis F-box protein TIR1 is an auxin receptor. Nature..

[51] Koops P, Pelser S, Ignatz M, Klose C, Marrocco-Selden K, Kretsch T (2011). EDL3 is an F-box protein involved in the regulation of abscisic acid signalling in Arabidopsis thaliana. J Exp Bot.

[52] Nelson DC, Scaffidi A, Dun EA, Waters MT, Flematti GR, Dixon KW, Beveridge CA, Ghisalberti EL, Smith SM (2011). F-box protein MAX2 has dual roles in karrikin and strigolactone signaling in Arabidopsis thaliana. Proc Natl Acad Sci U S A.

[53] Thines B, Katsir L, Melotto M, Niu Y, Mandaokar A, Liu G, Nomura K, He SY, Howe GA, Browse J (2007). JAZ repressor proteins are targets of the SCF (COI1) complex during jasmonate signalling. Nature..

[54] Bu Q, Lv T, Shen H, Luong P, Wang J, Wang Z, Huang Z, Xiao L, Engineer C, Kim TH (2014). Regulation of drought tolerance by the F-box protein MAX2 in Arabidopsis. Plant Physiol.

[55] Calderon-Villalobos LI, Nill C, Marrocco K, Kretsch T, Schwechheimer C (2007). The evolutionarily conserved Arabidopsis thaliana F-box protein AtFBP7 is required for efficient translation during temperature stress. Gene..

[56] Maldonado-Calderon MT, Sepulveda-Garcia E, Rocha-Sosa M (2012). Characterization of novel F-box proteins in plants induced by biotic and abiotic stress. Plant Sci.

[57] Zhao Z, Zhang G, Zhou S, Ren Y, Wang W (2017). The improvement of salt tolerance in transgenic tobacco by overexpression of wheat F-box gene TaFBA1. Plant Sci.

[58] Cao Y, Yang Y, Zhang H, Li D, Zheng Z, Song F (2008). Overexpression of a rice defense-related F-box protein gene OsDRF1 in tobacco improves disease resistance through potentiation of defense gene expression. Physiol Plant.

[59] Curtis RH (2013). Pankaj, powers SJ, Napier J, Matthes MC: the Arabidopsis F-box/Kelch-repeat protein At2g44130 is upregulated in giant cells and promotes nematode susceptibility. Mol Plant-Microbe Interact.

[60] Piisila M, Keceli MA, Brader G, Jakobson L, Joesaar I, Sipari N, Kollist H, Palva ET, Kariola T (2015). The F-box protein MAX2 contributes to resistance to bacterial phytopathogens in Arabidopsis thaliana. BMC Plant Biol.

[61] Stefanowicz K, Lannoo N, Zhao Y, Eggermont L, Van Hove J, Al Atalah B, Van Damme EJ (2016). Glycan-binding F-box protein from Arabidopsis thaliana protects plants from Pseudomonas syringae infection. BMC Plant Biol.

[62] Risseeuw EP, Daskalchuk TE, Banks TW, Liu E, Cotelesage J, Hellmann H, Estelle M, Somers DE, Crosby WL (2003). Protein interaction analysis of SCF ubiquitin E3 ligase subunits from Arabidopsis. Plant J.

[63] Yao R, Ming Z, Yan L, Li S, Wang F, Ma S, Yu C, Yang M, Chen L, Chen L (2016). DWARF14 is a non-canonical hormone receptor for strigolactone. Nature..

[64] Hong JP, Adams E, Yanagawa Y, Matsui M, Shin R (2017). AtSKIP18 and AtSKIP31, F-box subunits of the SCF E3 ubiquitin ligase complex, mediate the degradation of 14-3-3 proteins in Arabidopsis. Biochem Biophys Res Commun.

[65] Zhang W, Lorence A, Gruszewski HA, Chevone BI, Nessler CL (2009). AMR1, an Arabidopsis gene that coordinately and negatively regulates the mannose/l-galactose ascorbic acid biosynthetic pathway. Plant Physiol.

[66] Wheeler GL, Jones MA, Smirnoff N (1998). The biosynthetic pathway of vitamin C in higher plants. Nature..

[67] Mapson LW, Isherwood FA, Chen YT (1954). Biological synthesis of L-ascorbic acid: the conversion of L-galactono-gamma-lactone into L-ascorbic acid by plant mitochondria. Biochem J.

[68] Arrigoni O, Zacheo G, Arrigoni-Liso R, Bleve-Zacheo T, Lamberti F (1979). Relationship between ascorbic acid and resistance in tomato plants to Meloidogyne incognita. Phytopathology..

[69] Fraser CM, Chapple C (2011). The phenylpropanoid pathway in Arabidopsis. Arabidopsis Book.

[70] Barcala M, Garcia A, Cabrera J, Casson S, Lindsey K, Favery B, Garcia-Casado G, Solano R, Fenoll C, Escobar C (2010). Early transcriptomic events in microdissected Arabidopsis nematode-induced giant cells. Plant J.

[71] Ithal N, Recknor J, Nettleton D, Hearne L, Maier T, Baum TJ, Mitchum MG (2007). Parallel genome-wide expression profiling of host and pathogen during soybean cyst nematode infection of soybean. Mol Plant-Microbe Interact.

[72] Holbein J, Franke RB, Marhavý P, Fujita S, Górecka M, Sobczak M, Geldner N, Schreiber L, Grundler FMW, Siddique S (2019). Root endodermal barrier system contributes to defence against plant-parasitic cyst and root-knot nematodes. Plant J.

[73] Dinneny JR (2014). A gateway with a guard: how the endodermis regulates growth through hormone signaling. Plant Sci.

[74] Robbins NE, Trontin C, Duan L, Dinneny JR (2014). Beyond the barrier: communication in the root through the endodermis. Plant Physiol.

[75] Roppolo D, De Rybel B, Denervaud Tendon V, Pfister A, Alassimone J, Vermeer JE, Yamazaki M, Stierhof YD, Beeckman T, Geldner N (2011). A novel protein family mediates Casparian strip formation in the endodermis. Nature..

[76] Yang J, Ding C, Xu B, Chen C, Narsai R, Whelan J, Hu Z, Zhang M (2015). A Casparian strip domain-like gene, CASPL, negatively alters growth and cold tolerance. Sci Rep.

[77] Ali MA, Abbas A, Kreil DP, Bohlmann H. Overexpression of the transcription factor RAP2.6 leads to enhanced callose deposition in syncytia and enhanced resistance against the beet cyst nematode *Heterodera schachtii* in Arabidopsis roots. BMC Plant Biol. 2013, 13:47.10.1186/1471-2229-13-47PMC362383223510309

[78] Fudali SL, Wang C, Williamson VM (2013). Ethylene signaling pathway modulates attractiveness of host roots to the root-knot nematode *Meloidogyne hapla*. Mol Plant-Microbe Interact.

[79] Glazer I, Apelbaum A, Orion D (1985). Effect of inhibitors and stimulators of ethylene production on gall development in *Meloidogyne javanica*-infected tomato roots. J Nematol.

[80] Glazer I, Orion D, Apelbaum A (1983). Interrelationships between ethylene production, gall formation, and root-knot nematode development in tomato plants infected with *Meloidogyne javanica*. J Nematol.

[81] Hu Y, You J, Li C, Williamson VM, Wang C (2017). Ethylene response pathway modulates attractiveness of plant roots to soybean cyst nematode *Heterodera glycines*. Sci Rep.

[82] Marhavý P, Kurenda A, Siddique S, Dénervaud Tendon V, Zhou F, Holbein J, Hasan MS, Grundler FM, Farmer EE, Geldner N. Single-cell damage elicits regional, nematode-restricting ethylene responses in roots. EMBO J. 2019:e100972.10.15252/embj.2018100972PMC651803031061171

[83] Nahar K, Kyndt T, De Vleesschauwer D, Hofte M, Gheysen G (2011). The jasmonate pathway is a key player in systemically induced defense against root knot nematodes in rice. Plant Physiol.

[84] Kyndt T, Vieira P, Gheysen G, de Almeida-Engler J (2013). Nematode feeding sites: unique organs in plant roots. Planta..

[85] Reversat G, Boyer J, Sannier C, Pando-Bahuon A (1999). Use of a mixture of sand and water-absorbent synthetic polymer as substrate for the xenic culturing of plant-parasitic nematodes in the laboratory. Nematology.

[86] Andrews S. FastQC: a quality control tool for high throughput sequence data. Babraham Bioinform. 2010:175–6.

[87] Bolger AM, Lohse M, Usadel B (2014). Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics..

[88] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, Batut P, Chaisson M, Gingeras TR (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics..

[89] Lawrence M, Huber W, Pages H, Aboyoun P, Carlson M, Gentleman R, Morgan MT, Carey VJ (2013). Software for computing and annotating genomic ranges. PLoS Comput Biol.

[90] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[91] Strimmer K (2008). Fdrtool: a versatile R package for estimating local and tail area-based false discovery rates. Bioinformatics..

[92] Proost S, Van Bel M, Vaneechoutte D, Van de Peer Y, Inze D, Mueller-Roeber B, Vandepoele K (2015). PLAZA 3.0: an access point for plant comparative genomics. Nucleic Acids Res.

[93] Pfaffl MW, Horgan GW, Dempfle L (2002). Relative expression software tool (REST) for group-wise comparison and statistical analysis of relative expression results in real-time PCR. Nucleic Acids Res.

[94] Schmittgen TD, Livak KJ (2008). Analyzing real-time PCR data by the comparative C(T) method. Nat Protoc.

[95] Zerbino DR, Birney E (2008). Velvet: algorithms for de novo short read assembly using de Bruijn graphs. Genome Res.

[96] Fosu-Nyarko J, Nicol P, Naz F, Gill R, Jones MG (2016). Analysis of the Transcriptome of the infective stage of the beet cyst nematode, *H schachtii*. PLoS One.

How the deposited data were processed for this re-analysis (not part of the article)

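Root RNA of 2 sugar beet cultivars was sequenced, each uninfected or inoculated with 300 second-stage juveniles, at 4 and 10 dai, with 6 plants pooled per library and 2 libraries per group, 16 in all. The authors trimmed and mapped the reads, counted them over annotated genes and deposited the counts, which are whole numbers without normalization or filter for 74184 genes. Replicate numbers were not treated as pairs: deviations of same-numbered libraries from their group means had correlations from −0.386 to 0.326 over 12 pairs of groups. On the principal component analysis, however, replicate 1 lay lower on component 1 and higher on component 2 than replicate 2 in every group at 4 dai. A shared replicate difference at that time is therefore not excluded, and only the replicate block among the alternatives allows for it. No entry of the matrix is a summary line, and 0 of its gene identifiers occur in the gene table of the reference at hand. No positions, lengths or domains were therefore taken from that reference.

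Counts were modelled in R 4.3.3 with edgeR 4.0.16 (quasi-likelihood, TMM normalization, 1 mean per group, no intercept). Genes were kept by filterByExpr with the 8 groups, which left 17576, and p-values were adjusted by the Benjamini-Hochberg method within each comparison at the threshold of 0.05 that the paper used. The model has 8 residual degrees of freedom and a common dispersion of 0.125; 1 comparison alone would have 2. Comparisons were IS against UnS, IR against UnR, UnR against UnS and IR against IS at each time, the interaction of cultivar and infection at each time, infection averaged over both cultivars and times, and the change of the infection effect with time in each cultivar. When 1 library of a pair is omitted, the other is assumed to vary like the remaining groups. A level of 0 in a whole group was replaced by a floor of 3 counts over the group, giving a lower bound. Groups with 1 to 3 counts were given as a ratio with its 95% counting interval, which leaves out the spread between replicates.

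Comparisons, model, threshold, named genes and 10 alternatives were set before the data were examined. The alternatives were DESeq2 size factors in edgeR; no low-count filter; the low-count filter of the paper; edgeR on the compared libraries only; a robust quasi-likelihood fit; a replicate block; omission of each library in turn; DESeq2 1.42.0 Wald tests on all 16 libraries; DESeq2 with moderated fold changes on the compared libraries; and the latter with an empirical normal null. In the moderated setting only pairwise comparisons were moderated, and the interaction and time contrasts were fitted without moderation. The paper names the package fdrtool for the empirical null. Since it was not available, the null SD was fitted to the Wald statistics as that of a truncated normal distribution. Another 2 settings, the paper's steps together with a fitted null or with the null SD of its tables, were added after the counts had been seen. Gene lists were tested with camera (preset correlation 0.01) and fry from limma 3.58.1.

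Genes named in the text are those the paper names or tabulates by function and the 3 called genes with the largest fold change per comparison among those with a mean of at least 1 CPM. Values in the paper's tables had been seen when this rule was set. Of 173 named genes, those given with full statistics were picked after their values were seen, which is why tallies over each whole family stand beside them, members against the paper's direction included. Over the 430 results for these genes 40 were called, and the lists were selected by the study on the same libraries.

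Recovery was tested on simulated data, for IS-4 dai against UnS-4 dai and genes of at least 5 CPM, with the same spread of a gene in every library. Of 200 genes changed 4-fold 82 were called (41%), and of 200 changed 16-fold 192 (96%). Library totals ran from 3075136 to 5209534 counts. Among genes with at least 100 counts, 31 pairs have counts that differ by at most 2% of the total over all libraries. Of these pairs 10 are equal throughout, and none of the genes is named in the text. Left out were nematode transcripts, hormone assays and quantitative PCR, which are not analysed here, and the enrichment of functional categories, for which no annotation was at hand.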

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

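Tests on single divergent libraries, on depth at Bv_40420_kpgs and on the time contrast were chosen only after their results were seen; the count over other splits of the libraries and the tests on rRNA-like genes were set beforehand.

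In susceptible roots the effect of infection differed between 4 and 10 dai at 11 genes by edgeR's test of the difference itself, 2 higher and 9 lower at 10 dai. An unadjusted p below 0.05 was found for 840 genes. DESeq2 called 79 on 16 libraries and 87 on the compared libraries, there without moderation. Among those with a mean of at least 1 CPM the largest fold changes were those of Bv2_028630_qxrz (log2FC −14.52), Bv_80370_ydqd (8.342) and Bv4_090420_rxwj (−8.337). For Bv2_028630_qxrz UnS-4 dai holds 2 counts and for Bv_80370_ydqd IS-4 dai holds 3, so their size depends on the prior count. The 11 also include Bv_13850_neac, Bv9_215430_gwdj and Bv3u_069711z4358_ncga. Which genes are called depends on single libraries: most of the 11 calls are lost in most omissions of a library, and some genes called there are not among the 11. The fitted differences stay for the 7 of these genes with at least 10 counts in each of the 4 groups. Every log2FC keeps its direction and at least 0.714 of its value when any 1 of the 8 libraries is omitted. Their median absolute log2FC of 8.01 becomes 7.01 to 8.60. The genes were called on these same libraries, which favours such a result, so 1 divergent library is not excluded as a source of the calls. The loss of a library also takes away power, with 2 libraries per group. A change of the response between the early and the late stage is what this contrast tests, and it stays open.

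Infection averaged over both cultivars and both times, a comparison the paper does not make, called 4 genes (edgeR; 1174 at an unadjusted p below 0.05; DESeq2 on 16 libraries 56), 1 higher and 3 lower. These are Bv_55340_wuxy (log2FC 2.68), Bv7_177480_nend (−1.35), Bv5u_121610_quig (fell by 1.24) and Bv_40420_kpgs. Among 100 splits of the libraries within cultivar and time, 2 called at least 4 genes, the real one and another that called 6. That share is below 0.05, and at that level a random division of the libraries can be excluded as the source of the count. The splits took no account of replicate number, and with a replicate block edgeR called 1 gene. Of the 4, only Bv7_177480_nend is called in every alternative, and Bv_40420_kpgs does not occur in the paper's tables. Omission of a library gave from 1 to 17 calls: 1 without UnR-4 dai replicate 1, IS-10 dai replicate 1, IS-10 dai replicate 2 or UnR-10 dai replicate 2, 2 without IR-4 dai replicate 1, IR-4 dai replicate 2, UnS-10 dai replicate 2 or UnR-10 dai replicate 1, 7 without IS-4 dai replicate 2, 9 without IR-10 dai replicate 1, 10 without IR-10 dai replicate 2, 12 without UnR-4 dai replicate 2 and 17 without IS-4 dai replicate 1. For Bv_55340_wuxy, a gene that resembles rRNA, both infected libraries lay above both uninfected ones in 4 of 4 comparisons, as reads of nematode rRNA counted on a beet gene would give; a rise of the plant's own transcript gives the same, and Bv_86820_xwnp, 1 of the other rRNA-like genes, has no count. The other 6 rRNA-like genes together have 3 counts over all libraries, which is too few to test whether more rRNA was carried into some libraries.

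Bv_40420_kpgs was near 0 in infected roots of both cultivars at both times (fitted log2FC −6.92, standard error 0.87, edgeR adjusted p = 0.0238). Its 8 infected libraries hold 2 counts in all and the 8 uninfected ones 285, with 1 uninfected library (UnR-4 dai replicate 2) also at 0. The call is lost without UnR-4 dai replicate 1 (1), IR-4 dai replicate 1 (0.0601), IR-4 dai replicate 2 (0.053), IS-10 dai replicate 1 (0.058), IS-10 dai replicate 2 (0.0625) or UnR-10 dai replicate 2 (0.071), and with UnR-4 dai replicate 1 omitted the fitted log2FC is −5.42. Low depth of the infected libraries would leave 241 counts at the mean level of the uninfected ones, so the tables argue against it. The fitted value depends on the prior count, and the pairwise bounds are at least 27.5-fold (IS-4 dai), 22.9-fold (IS-10 dai) and 6.07-fold (IR-4 dai) lower, and 30.1-fold (95% counting interval 8.07 to 253) lower in IR-10 dai. A response to infection is what this contrast tests, and it stays open; plants that differ in the presence of this gene also stay open, and that was not tested.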

How the results depend on the processing

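All alternatives were set beforehand except the paper's steps together, with a fitted null or with the null of its tables, which were chosen after the counts had been seen.

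Counts of called genes depend on the settings far more than directions do. In the order IS against UnS at 4 and 10 dai, IR against UnR at 4 and 10, UnR against UnS at 4 and 10, IR against IS at 4 and 10, interaction at 4 and 10, infection over both cultivars and times, and time contrast in susceptible and in resistant roots, edgeR called 21, 1, 0, 0, 110, 80, 148, 120, 0, 0, 4, 11 and 0 genes. Without a low-count filter the counts were 325, 67, 48, 81, 516, 405, 850, 557, 116, 115, 143, 176 and 125, although 40052 genes were tested; at most 9 of these calls in a comparison lay outside the genes of the reported fit, so the rise lies in genes tested both times, and its cause was not tested. DESeq2 on all 16 libraries gave 176, 24, 3, 12, 266, 235, 451, 359, 29, 7, 56, 79 and 12. DESeq2 with moderated fold changes on the compared libraries gave 88, 78, 69, 7, 305, 444, 349, 205, 20 and 32 for the first 10, and 87 and 7 for the time contrasts; with an empirical null 145, 204, 97, 18, 343, 498, 511, 423, 139 and 20, and 240 and 1. The paper's steps together gave 83, 207, 84, 11, 265, 435, 417, 308, 93 and 11, and 170 and 1 for the time contrasts; with the null of its tables the counts were 120, 60, 0, 86, 249, 367, 402, 292, 103 and 31. These fits on compared libraries have no value for infection over both cultivars and times, and their interaction and time contrasts were fitted without moderation. Causes of these shifts were not tested.

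edgeR on the compared libraries only, with fewer residual degrees of freedom, called 67 and 13 (IS against UnS), 186 and 179 (UnR against UnS), 223 and 32 (IR against IS) and 31 (time contrast, susceptible). Robust dispersions moved IS against UnS to 12 and 2 and that time contrast to 3. The paper's low-count filter gave 0 for IS against UnS at 10 dai, 54 and 53 for UnR against UnS, 79 and 57 for IR against IS and 7 for the time contrast. DESeq2 size factors in edgeR kept each count within 1.5 times. A replicate block gave 39 and 0 (IS against UnS), 2 (interaction at 4 dai), 1 (infection over both cultivars and times) and 20 (time contrast, susceptible), with the sign of 5 small values turned: the low oxygen list in IR-4 dai (0.0679, from −0.28), Bv6_153410_hihh in IS-10 dai (−0.0132 from 0.02), Bv8_185970_jksc in IR-10 dai (0.126 from −0.03), and Bv2_044790_pyot in IR-4 dai against UnR (0.0495 from −0.04) and against IS (0.33 from −0.06).

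Single libraries mattered as well. With 1 library omitted the counts ranged from 0 to 264 and 0 to 1 (IS against UnS), 0 to 884 (IR against UnR at 10 dai), 23 to 55 and 20 to 38 (UnR against UnS), 31 to 276 and 21 to 1339 (IR against IS), 0 to 25 and 0 to 398 (interaction), 1 to 17 (infection over both cultivars and times), and 1 to 52 and 0 to 1123 (time contrasts, susceptible and resistant). The highest values came without IS-4 dai replicate 1 and without IR-10 dai replicate 2, where 1 library of a widely differing pair stands alone. IR against UnR at 4 dai stayed at 0. The median of the 35 defence, hormone and transcription factor genes of Table S2 ranged from 0.503 to 1.87 at 4 dai and from −0.318 to 0.289 at 10 dai. The low oxygen list in IR-4 dai ranged from −0.695 (without UnR-4 dai replicate 1) to 0.644 (without UnR-4 dai replicate 2), with 0.03 without IR-4 dai replicate 1, so no direction is given for it. The heat shock list in IR-10 dai ranged from −0.951 to −0.093. With a library omitted 93 results of named genes reversed. Examples are Bv2_044790_pyot (−0.91 to 2.03 against IS, −0.39 to 0.225 against UnR), Bv6_153410_hihh in IS-10 dai (−0.318 to 0.296), Bv8_185970_jksc in IR-10 dai (−0.434 to 0.276) and Bv9_215430_gwdj in IR-4 dai (−0.969 to 2.61e-05).

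Of 430 results for 173 named genes 337 never changed direction and 93 did at least once, with a median absolute log2FC of 0.324 among the latter. Of the 40 called results none changed direction, 7 stayed called in every alternative that tested them, and 198 uncalled results were called in at least 1. Of the 7 only Bv7_177480_nend was tested in all 22; the other 6, each with 12 alternatives, were not tested under the paper's low-count filter or its steps. Of the 145 results given with full statistics 144 never changed direction. Family medians kept their sign in 68 of 83 cases, changed it only with a library omitted in 14 and otherwise in 1. Scaling with DESeq2 size factors moved the median of all genes by less than 0.1 in each comparison. With 3075136 to 5209534 counts per library, genes with few counts were not tested.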

Differences from the paper's values

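Every alternative named in this part was set before the data were examined, except the paper's steps together, with a fitted null or the null SD of its tables, which were chosen only after the values were seen; alternatives not named for a value also differ from the paper's.

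For IS against UnS at 4 dai the paper's counts are 102 genes, 86 up and 16 down, against 21, 17 and 4 in edgeR. A setting is said to reach a count of the paper when neither is more than 1.5 times the other. DESeq2 with moderated fold changes reaches the first 2 and with an empirical null all 3, and edgeR on the compared libraries reaches the second. The paper's steps, chosen after seeing the values, reach all 3 but drop 45 of the paper's 102 genes, or 30 with the null of its tables. At 10 dai the paper's 85 genes, 39 up and 46 down, stand against 1, 0 and 1 (662 at an unadjusted p below 0.05; 24 by DESeq2 on 16 libraries). DESeq2 with moderated fold changes reaches all 3, and edgeR without a low-count filter reaches the total and the falls, as does the null of the paper's tables, chosen after seeing the values, which drops 40 of the 85.

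For IR against UnR at 4 dai the paper gives 132, 106 up and 26 down, and edgeR 0 of each (708 at an unadjusted p below 0.05; 3 by DESeq2 on 16 libraries, 69 with moderated fold changes). With an empirical null the moderated DESeq2 setting reaches all 3; the paper's steps, chosen after seeing the values, reach the falls and drop 73 of the 132. At 10 dai the paper's 53, 18 up and 35 down, stand against 0 (857 at an unadjusted p below 0.05; 12 by DESeq2 on 16 libraries, 7 with moderated fold changes). No alternative reaches the total, edgeR without a low-count filter reaches the rises, and the null of the paper's tables, chosen after seeing the values, reaches the falls and drops 9 of the 53.

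Between uninfected cultivars the paper's counts are 236 and 337, against 110 and 80. DESeq2 on 16 libraries, with moderated fold changes and with an empirical null reach both, edgeR on the compared libraries the first and edgeR without a low-count filter the second. The paper's steps, chosen after seeing the values, also reach both, dropping 62 and 53 of the paper's genes, or 67 and 70 with the null of its tables. Between infected cultivars they are 295 and 247, against 148 and 120. DESeq2 with moderated fold changes reaches both, edgeR on the compared libraries and edgeR without IS-4 dai replicate 1 the first, and DESeq2 on 16 libraries the second. The paper's steps, chosen after seeing the values, reach both and drop 56 and 71, or 58 and 76 with the null of its tables. Its interaction tables list 100 genes at 4 dai and 21 at 10 dai, against 0 and 0 in edgeR (848 and 941 at an unadjusted p below 0.05; 29 and 7 by DESeq2 on 16 libraries). DESeq2 on the compared libraries with an empirical null reaches both and edgeR without a low-count filter the first. The paper's steps, chosen after seeing the values, reach the first and drop 27 of 100, while the null of its tables reaches both and drops 27 of 100 and 5 of 21. The paper's 385810355 uniquely mapped reads stand against 69194571 reads counted on genes, a different quantity for which no alternative was run.

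A log2 fold change is said to differ when its sign does, or when the gap exceeds both the standard error in the paper's table and the SD between replicates (log2 CPM, pooled over the compared groups). Of 122 log2 fold changes set beside the paper's tables 93 do not differ in edgeR. The paper's methods state that its values are moderated. In DESeq2 on the compared libraries, moderated except for the interactions, 121 do not differ, with or without the empirical null. The exception is Bv3u_069630_twjk in IR-4 dai against IS-4 dai, −4.75 in the paper and −7.88 there (−10.10 in edgeR). The other 28 differing pairs follow, the paper's value first, with further settings that reach it in parentheses; the added settings, chosen after seeing the values, reach 19 of them. For IR-10 dai against IS-10 dai they are Bv7_170240_rmjw 2.68 and 3.46 (without IR-10 dai replicate 1), Bv_13850_neac 4.60 and 6.42 and Bv_21840_zgho 5.17 and 7.48 (here depending on the prior, 181-fold (95% counting interval 61.5 to 879)). For IR-4 dai against IS-4 dai they are Bv7_168050_kxrp −7.61 and −10.66 (here depending on the prior, 2025-fold (95% counting interval 363 to 80038)), Bv9_219080_wgto 3.21 and 8.48 (here depending on the prior, at least 22.1-fold) and Bv_21840_zgho 4.05 and 4.95 (without IS-4 dai replicate 2). For IR-10 dai against UnR-10 dai they are Bv3_066270_goti 1.94 and 2.63 (the replicate block, without UnR-10 dai replicate 1, without IR-10 dai replicate 1), Bv3_066280_zyst 1.53 and 2.10 (without IR-10 dai replicate 2), Bv4_075840_xake 1.72 and 2.80 (without IR-10 dai replicate 1), Bv_32080_dmix −2.27 and −2.86, Bv_32090_wiim −1.68 and −2.09 (without UnR-10 dai replicate 1, without IR-10 dai replicate 1), Bv_35390_ozzh 1.26 and 2.41 and Bv_72260_jgpm 1.96 and 3.83 (without IR-10 dai replicate 1). For IS-10 dai against UnS-10 dai they are Bv5u_121420_druz −2.07 and −2.35 (without UnS-10 dai replicate 2) and Bv8_200260_csqo −2.08 and −2.35 (without UnS-10 dai replicate 1, without IS-10 dai replicate 1). For IS-4 dai against UnS-4 dai they are Bv2_024060_eewq 1.54 and 2.13 (without IS-4 dai replicate 2), Bv2_028630_qxrz 6.43 and 11.05 (here depending on the prior, 2065-fold (95% counting interval 571 to 17061)), Bv4_081750_igyi 2.00 and 3.31 (without IS-4 dai replicate 2), Bv5_113360_uxxg 2.67 and 6.84 (here depending on the prior, 123-fold (95% counting interval 21.6 to 4928)), Bv6_127130_iccr 1.81 and 7.92, Bv9_215430_gwdj −2.09 and −2.60 (without UnS-4 dai replicate 1, without IS-4 dai replicate 2) and Bv9_217460_aeir 3.12 and 4.03 (the replicate block, without UnS-4 dai replicate 1, without IS-4 dai replicate 2, edgeR on the compared libraries). For UnR-10 dai against UnS-10 dai they are Bv1_002120_mede 2.20 and 2.73, Bv4_073730_ppqq 3.57 and 5.00, Bv9_230640_yngp 3.02 and 8.64 (here depending on the prior, at least 37.6-fold) and Bv_49330_wnai 4.95 and 10.52 (here depending on the prior, at least 139-fold). For UnR-4 dai against UnS-4 dai they are Bv4_073730_ppqq 1.91 and 3.13 and Bv7_156170_mmtx −4.42 and −10.06 (here depending on the prior, at least 95.5-fold). Fitted values of genes with groups at 0 to 3 counts (Bv9_219080_wgto, Bv7_168050_kxrp, Bv2_028630_qxrz, Bv5_113360_uxxg, Bv9_230640_yngp, Bv_49330_wnai, Bv7_156170_mmtx, and Bv_21840_zgho at 10 dai) depend on the prior count.

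Some statements on direction differ from the values here. The paper has cell wall genes up at both times, but the polygalacturonase genes Bv4_089460_fiko and Bv4_089440_ooku were lower in IS-4 dai (log2FC −1.72 and −1.16) and higher in IS-10 dai (1.59 and 1.34); over the 6 tested genes 4 rose at 4 dai and 5 at 10 dai. The paper has the P450 reductase gene induced at 4 dai, and Bv8_203000_mxzc gave −0.63. It has defensin-like genes induced at both times, and Bv4_083680_emej gave −1.07 and −1.66, while the other 3 rose. It counts 4 Kunitz genes where 3 were found, and treats as 1 zinc finger gene what are 2 genes, Bv5_096740_qxtq rising at 4 dai and Bv7_159000_cyhm falling at 10 dai. It has most defence genes suppressed at 10 dai in susceptible roots. Of 35 defence, hormone and transcription factor genes 18 were lower and 17 higher. These leave out the heat shock genes, and the paper lists only 20 of the 35 for this time, so the split is not a like comparison. The paper's statement that heat shock genes fall at 10 dai holds for 10 of 11, with Bv8u_205140_yxrw at 1.37. The paper has the GLDH gene and the chitinase gene Bv3_053310_xtre induced in the incompatible interaction. IR against UnR at 4 dai gave −0.56 and 0.08, and IR against IS 1.94 and 0.73. An endochitinase that the paper also names is another gene. It belongs to a group of 4 defence genes, all higher in IR-4 dai than in UnR-4 dai without overlap (lowest log2FC 0.91) and 0 called by edgeR. The paper has ethylene-responsive genes induced in infected resistant roots at 10 dai. Bv_50650_ryod and Bv8_200260_csqo gave 0.42 and −0.15 against UnR. It has 6 named genes induced only in resistant roots; 5 of these were higher in IS-4 dai as well, and none had an interaction with an unadjusted p below 0.05. Listed genes not tested here for lack of counts include Bv_39830_tmsg, Bv6_129030_tysk, Bv_81910_kzfc and Bv_86820_xwnp.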

Other observations

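The tests on IR-10 dai replicate 1, on the base means of the paper's tables and on normalization of the low oxygen genes were chosen only after those results were seen; the other tests on the low oxygen genes and those on the cultivar differences and the positive interactions were set beforehand.

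A list of 18 genes of the low oxygen response, written before the test, was higher in IS-4 dai than in UnS-4 dai at 18 of 18 genes, with a median log2FC of 3.28 and a mean of 4.15; edgeR called 4, and 17 passed when adjusted over the list alone. All 18 come from the paper's tables, and 13 are in its table for this comparison, so they were picked on these libraries and part of the rise follows from that choice; no list test is given here. The list medians in log2 CPM were 3.35 and 4.02 in UnS-4 dai, 6.30 and 8.18 in IS-4 dai, 4.22 and 6.02 in UnR-4 dai and 5.08 and 5.37 in IR-4 dai. Against a single divergent library, the lowest IS-4 dai library lay 2.27 above the highest UnS-4 dai library, while replicates differed by 1.88 at most in this comparison. The largest median in the 3 other infection comparisons was 0.25, which does not exclude a response to infection in general, because the genes were picked for IS-4 dai. The list was also higher in UnR-4 dai than in UnS-4 dai, at 16 of 18 genes with a median log2FC of 1.39, so these genes vary between groups without the nematode too. Against normalization, the rise is present in counts without any scaling: the list median was 2.70 (1.31 to 3.65 over the 4 pairs of an infected and an uninfected library), while the median of all tested genes was −0.34. A candidate explanation is poor aeration of the infected susceptible roots at 4 dai, from the nematode or from wetter sand; the design cannot tell these apart, and no pot or position is recorded. In the other comparisons the list gave −0.39 for IS-10 dai (mean −0.61; camera adjusted p = 0.0375, fry adjusted p = 0.898), −0.28 for IR-4 dai (mean −0.33; 0.549 and 0.898) and 0.25 for IR-10 dai (mean 0.41; 0.41 and 0.898), and the IR-4 dai median changes sign with single libraries, as given above.

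The heat shock list of 11 genes had a median of −0.28 in IR-4 dai (camera adjusted p = 0.0636, fry adjusted p = 0.356). In IR-10 dai the median was −0.35, with 4 higher and 7 lower (camera adjusted p = 0.00125, fry adjusted p = 0.114). That median is −0.95 without IR-10 dai replicate 2 and −0.093 without UnR-10 dai replicate 1. In IS-10 dai camera gave an adjusted p of 1.57e-15 and fry an adjusted p of 0.00813, on 11 genes that the paper's table lists for that comparison; it lists 3 of them in IR-10 dai and 1 in IR-4 dai. The photosynthesis list of 4 genes had medians and means that part in sign at IS-4 dai (0.61 and −0.27), and gave 0.05 and 0.37 at IS-10 dai (camera adjusted p = 0.129, fry adjusted p = 0.0258), −0.78 and −0.57 at IR-4 dai (0.129 and 0.0258) and 0.59 and 0.62 at IR-10 dai (0.29 and 0.114). Of the rRNA-like list 1 of 7 genes could be tested, Bv_55340_wuxy, with log2FC values of 3.22 (IS-4 dai), 2.66 (IS-10 dai), 1.71 (IR-4 dai) and 3.15 (IR-10 dai).

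More genes differed between the cultivars than with infection. Sequence differences of the cultivars against the reference could produce this: of the 110 genes called between UnR-4 dai and UnS-4 dai, 105 (95.5%) had the same direction in the 3 other cultivar comparisons, and 29 had a mean below 1 CPM in 1 cultivar. A real difference of expression predicts the same values, so both stay open.

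A positive interaction at 4 dai may owe more to a fall in susceptible roots than to a rise in resistant ones. For 21 of 30 genes of the paper's table the fall in IS-4 dai was larger than the rise in IR-4 dai. All 30 were lower in IS-4 dai (median log2FC −1.72), but 25 were also higher in IR-4 dai (0.715), so a rise is not excluded. In edgeR 22 of the falls and 10 of the rises had an unadjusted p below 0.05, and 4 and 0 were called.

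IR-10 dai replicate 1 stood apart from replicate 2, with 26.5% of genes over 1 log2 unit apart. Low depth is argued against, because the UnR-10 dai pair thinned to the total of this library had 1.29% of genes that far apart. A wrong cultivar label is argued against as well, since the library lay nearer the resistant mean at 94.5% of the genes separating the cultivars (52 of 55). An uninfected pool under an infected label could not be tested well: at 3 of 9 genes the library lay nearer the infected resistant libraries, and these genes are too few. Roots at another stage are a possible explanation, as replicate 1 minus replicate 2 correlated with UnR-4 dai minus UnR-10 dai at 0.569 across 6686 genes, against values from −0.245 to 0.348 for the other pairs. A stronger or later response of these plants to the nematode was not tested.

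The base means printed in the paper's tables equal those of the deposited counts within 1% at 1313 of 1487 entries of the pairwise tables, and at 59 they are over 1.5 times as large, 29 of these with 0 in the deposited counts. Size factors, which act on every gene of a library alike, are argued against by this split. In the paper's interaction tables all 121 entries are within 1%. What else differs between the 2 sets of counts for the pairwise tables could not be determined from the files.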
